# Impaired tissue homing by the Ikzf3^N159S^ variant is mediated by interfering with Ikaros function

**DOI:** 10.3389/fimmu.2023.1239779

**Published:** 2023-08-17

**Authors:** Jingjie Chang, Motoi Yamashita, Aditya K. Padhi, Kam Y. J. Zhang, Ichiro Taniuchi

**Keywords:** IKZF family proteins, lymphocyte homing, CD62L, immune deficiency, heterodimeric interference

## Abstract

AIOLOS, encoded by *IKZF3*, is a member of the IKZF family of proteins that plays an important role in regulating late B-cell differentiation. Human individuals heterozygous for the AIOLOS p.N160S variant displayed impaired humoral immune responses as well as impaired B and T cell development. We have previously reported that a mouse strain harboring an *Ikzf3^N159S^* allele that corresponds to human *IKZF3^N160S^* recapitulated immune-deficient phenotypes, such as impaired B cell development and loss of CD23 expression. In this study, we investigated the effect of the *Ikzf3^N159S^* variant and found that B1a cell development was impaired in *Ikzf3^N159S/N159S^* mice. In addition, CD62L expression was severely decreased in both B and T lymphocytes by the *Ikzf3^N159S^* mutation, in a dose-dependent manner. Mixed bone marrow chimera experiments have revealed that most immunodeficient phenotypes, including low CD62L expression, occur in intrinsic cells. Interestingly, while *Ikzf3^N159S/N159S^* lymphocytes were still present in the spleen, they were completely outcompeted by control cells in the lymph nodes, suggesting that the capacity for homing or retention in the lymph nodes was lost due to the *Ikzf3^N159S^* mutation. The homing assay confirmed severely decreased homing abilities to lymph nodes of *Ikzf3^N159S/N159S^* B and T lymphocytes but selective enrichment of CD62L expressing *Ikzf3^N159S/N159S^* lymphocytes in lymph nodes. This finding suggests that impaired CD62L expression is the major reason for the impaired homing capacity caused by the *Ikzf3^N159S^* mutation. Interestingly, an excess amount of Ikaros, but not Aiolos, restored CD62L expression in *Ikzf3^N159S/N159S^* B cells. Together with the loss of CD62L expression due to Ikaros deficiency, the Aiolos^N159S^ mutant protein likely interferes with Ikaros function through heterodimerization, at least in activating the *Sell* gene encoding CD62L expression. Thus, our results revealed that Aiolos^N159S^ causes some immunodeficient phenotypes *via* the pathogenesis referred to as the heterodimeric interference as observed for Aiolos^G158R^ variant.

## Introduction

Inborn errors of immunity (IEI), also known as primary immunodeficiency disorders (PIDs), are characterized by defects in development or dysfunction of the immune system, resulting in increased susceptibility to infections or dysregulated immune responses (1). IEIs are a heterogeneous group of disorders characterized by a defect in the function of at least one, and often more, components of the immune system (2). Germline variants in single genes often caused IEI, and more than 450 genes have been identified to be related to IEIs (1). Some IEIs are caused by monoallelic variants through haploinsufficiency, negative dominance, or gain of function (GOF). Among these monoallelic variants, missense variants in the genes encoding transcriptional regulators have received attention. For instance, variants of STAT1, c-MYB, and BCL11B, have been isolated from human patients with IEI (3–6).

The IKAROS (IKZF) family members include IKZF1 (Ikaros), IKZF2 (Helios), IKZF3 (Aiolos), IKZF4 (Eos), and IKZF5 (Pegasus), which are critical regulators of hematopoiesis (7, 8). The IKZF family proteins function as either homo- or heterodimer and regulate gene expression in both positive and negative manners (9). Structurally, IKZF family proteins are characterized by four zinc fingers (ZFs) in the middle of the molecule for binding to DNA and two ZFs at the C-terminus for homo- and heterodimerization with IKZF members (10). IKAROS/IKZF1, the first and most studied member of the IKZF family, plays a key role in generating early hematopoietic progenitors and is necessary for lymphoid differentiation (10, 11). In a murine *Ikzf1* mutant allele that removes ZF1, ZF2, and ZF3 that are responsible for DNA binding, a truncated Ikzf1 protein lacking DNA-binding capacity functions as a dominant negative (DN) form. In mice homozygous for this Ikzf1 mutant allele (*Ikzf1^DN/DN^* mice), the generation of lymphoid progenitors is severely damaged, thereby generating almost no mature B and T lymphocytes (7, 8). Natural killer (NK) cell development is also inhibited in *Ikzf1^DN/DN^* mice (12). Thus, studies in mice have revealed the critical roles of Ikzf1 in the hematopoiesis and lymphoid cell development (7, 8, 12–14). Moreover, heterozygous variants of IKZF1 have been reported from human patients with combined immunodeficiency (15–19). IKZF1 creates macromolecular complexes that produce different functional activities in the hematopoietic, lymphopoietic, and non-lymphoid systems (20–24). Among IKZF family proteins, AIOLOS/IKZF3 shows the highest homology to IKAROS and has been confirmed to make heterodimerize with IKAROS (20). However, contrary to *IKZF1*, *IKZF3* is not expressed in hematopoietic stem or progenitor cells. Its expression in the bone marrow is first detected at low levels in pro-B cells and is upregulated as this progress to pre-B cells and mature peripheral B cells (16, 25). Mouse studies have shown that Aiolos promotes activation and maturation of B lymphocytes (25). Recently, a missense mutation in *IKZF3*, *IKZF3^G159R^*, has been identified in a human family with impaired B-cell development (16). Yamashita et al. proposed that B cell deficiency in *IKZF3^+/G159R^* patients is caused by hijacking IKZF1 function by the *IKZF3^G159R^* variant, a pathogenesis referred to as “heterodimeric interference” (16, 26). Another IKZF3 variant encoding AIOLOS^N160S^ was identified in the patients presenting with hypogammaglobulinemia, susceptibility to *Pneumocystis jirovecii* pneumonia, and chronic lymphocytic leukemia (27). In mice harboring *Ikzf3^N159S^* corresponding to the human *IKZF3^N160S^*, certain immune phenotypes observed in human patients, such as loss of follicular T cells and decreased CD23 expression, were shown to be recapitulated (27).

In this study, we further characterized *Ikzf3^N159S^* mutant mice and found CD62L expression was severely reduced in both B and T lymphocytes by Aiolos^N159S^ in a dose-dependent manner. The homing assay confirmed the impaired homing ability of *Ikzf3^N159S^* ^/N159S^ T and B lymphocytes. Selective homing of CD62L expressing *Ikzf3^N159S^* ^/N159S^ cells into the lymph nodes (LNs) suggested that low CD62L expression is a major reason for reduced homing activity. Retroviral transduction of Ikaros, but not Aiolos, into *Ikzf3^N159S^* ^/N159S^ B cells restored CD62L expression, indicating that Aiolos^N159S^ reduces CD62L expression by disturbing the function of Ikaros.

## Materials and methods

### Mice

The *Ikzf3^N159S^* mutant mouse strain was generated by CRISPRCas9–mediated genome editing and has been reported (27). CD45.1 congenic mice and *Rag1-*deficient mice were obtained Jackson Laboratory. All mice were maintained in the animal facility at RIKEN Center for Integrative Medical Sciences, and all animal procedures were in accordance with institutional guidelines for animal care and the protocol approved by the Institutional Animal Care and Use Committee of RIKEN Yokohama Branch (2020–026).

### Antibodies

Anti-Ikaros (MABE912) and anti-Aiolos (MABE911) purchased from Merck were used for western blot experiments. Antibodies and clone names used for flow cytometry were CD43 (S7), BP-1 (BP-1), IgM (R6-60.2), B220 (RA3-6B2), CD11b (M1/70), CD19 (1D3), CD24 (M1/69), CD93 (AA4.1), CD62L (MEL-14), CD44 (IM7), CD4 (RM4-5), CD8a (53-6.7), TCRβ (H57-597), CD3e (17A2), IgD (11-26c.2a), CD23 (B3B4), CD21 (7G6), CD5 (53-7.3), CD45.1 (A20), CD45.2 (104), Ly6G (1A8), Ly6C (HK1.4), CD11c (HL3), CD127 (A7R34) and NK1.1 (PK136) and were purchased from either BD Bioscience or BioLegend.

### Flow cytometry and definition of cell types

Flow cytometry experiments and fluorescence-activated cell sorting were performed on FACSCanto™ II (BD Biosciences) and FACSAria (BD Biosciences), respectively, and were analyzed by FlowJo software (Tree Star). Cell types were defined as follows: B cells (B220^+^CD19^+^), B-1 cells (CD19^hi^B220^lo^), B-2 cells (CD19^lo^B220^hi^), B-1a cells (CD19^hi^B220^lo^CD5^+^), B-1b cells (CD19^hi^B220^lo^CD5^−^), T cells (TCRβ^+^CD3^+^), naïve T cells (CD62L^+^CD44^−^), central memory cells (CD62L^+^CD44^+^), effector memory cells (CD62L^−^CD44^+^), FO B cells (CD19^+^CD21^int^CD23^hi^), MZ B cells (CD19^+^CD21^hi^CD23^lo/-^). B cells in bone marrow, Fr.A (B220^+^CD43^+^Bp-1^−^CD24^−^), Fr.B (B220^+^CD43^+^Bp-1^−^CD24^+^), Fr.C (B220^+^CD43^+^Bp-1^+^CD24^+^), Fr.D (B220^+^CD43^−^AA4.1^+^IgM^−^), Fr.E&F (B220^+^CD43^−^AA4.1^+^IgM^+^) and recirculating B cells (B220^+^CD43^−^AA4.1^−^IgM^+^),dendritic cells (B220^−^TCRβ^−^CD11b^+^CD11c^+^), natural killer cell (B220^−^TCRβ^−^CD11b^+^CD11c^−^NK1.1^+^Ly6G^−^), neutrophils (B220^−^TCRβ^−^CD11b^+^CD11c^−^NK1.1^−^Ly6G^+^), eosinophils (B220^−^TCRβ^−^CD11b^+^CD11c^−^NK1.1^−^Ly6G^−^Ly6C^lo^), monocytes/macrophages (B220^−^TCRβ^−^CD11b^+^CD11c^−^NK1.1^−^Ly6G^−^Ly6C^−^), inflammatory monocytes (B220^−^TCRβ^−^CD11b^+^CD11c^−^NK1.1^−^Ly6G^−^Ly6C^hi^).

### RNA-Seq

RNA-seq was performed using RNA extracted from purified splenic T cells (TCRβ^+^CD4^+^CD44^−^CD127^+^) or naïve B cells (B220^+^CD19^+^) from *Ikzf3^+/+^* (n=2 or 4), *Ikzf3^+/N159S^* (n=2) and *Ikzf3^N159S/N159S^* (n=2) mice. Total RNA was extracted by using Trizol reagent (Invitrogen). The mRNA was obtained by poly(A) selection with NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490). RNA-seq libraries were prepared by NEBNext UltraIIRNA Library Prep Kit for Illumina (E7770) following the manufacturer’s protocol. Briefly, the first and second strands of cDNA were synthesized from mRNA, and were end-repaired, dA tailed and ligated with an adapter (E7335). The adapter-ligated DNA fragments were size selected by dual bead-based size selection using AMPure XP Beads (A63881). The size-selected DNA was amplified by PCR for 11–12 cycles. The purified DNA was diluted to 1 ng and was sequenced with a HiSeqX sequencer (Illumina) at Macrogen.

Trimmomatic is used to trim reads and removing adapter sequences. For analysis of differentially expressed genes (DEGs), RNA-seq reads were mapped to the murine genome (mm10) using HISAT2 (version 2.2.1) with default parameters, and read counts were calculated with HTseq (version2.0.2) using refGene as genome index files (28). Generated read counts were analyzed with the R package edgeR (version 3.38.4) (29). For gene ontology (GO) analysis, downregulated DEGs with false discovery rate (FDR) <0.05 in *Ikzf3^N159S/N159S^* T cells or B cells compared to *Ikzf3^+/+^* controls were extracted and subjected to the analysis. GO enrichment analysis was performed with the R package clusterProfiler (version 4.4.4) (30).

And the ENCODE database showed the Ikaros protein binds to *SELL* gene in human B-Lymphocyte cell line (GM12878 cell line). And Harmonizome databases extract and organize the genes or proteins from publicly available resources (31). In Harmonizome databases, we search and confirm which down-regulated genes of RNA-seq data are the target genes of the IKZF1 transcription factor in ChIP-seq datasets, and then verified them in the ENCODE database.

### Plasmid preparation

We constructed retroviral vectors for generating retroviruses to infect mouse B cells. The entire coding region of mouse Ikaros/*Ikzf1* (NM_001025597.3) was amplified from cDNA prepared from wild-type splenic cells by RT-PCR and was cloned into pCR2.1^®^-TOPO vector by TOPO TA Cloning Kit (Invitrogen). After confirming the sequence, the cDNA fragment was cloned into the pMigR-DsRED plasmid, which was generated by ourselves *via* replacing the GFP sequence with DsRED in the pMigR1 plasmid (Addgene Plasmid #27490). Similarly, cDNA encoding mouse Aiolos/*Ikzf3* (NM_011771.1) was amplified by RT-PCR and was cloned into pMigR1 plasmid. Primers sequences were following: *Ikzf1*-Forward : CCCAGATCTAGACAATGGATGTCG-ATGAGG, *Ikzf1*-Reverse : CCCCTCGAGGGTTTAGCTCAGGTGGTAAC, *Ikzf3*-Forward : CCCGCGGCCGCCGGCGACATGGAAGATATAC, *Ikzf3*-Reverse : CCCCTC GAGTGCTCACTTCAACATGGCTC

### Retroviral transduction into B cells

Plate-E packaging cell line was cultured in DMEM medium (Gibco) supplemented with 10% FBS (Hyclone), 1% penicillin/streptomycin (Gibco), 10 µg/ml Blasticidin (Gibco) and 1 µg/ml Puromycin (Gibco) at 37°C with 5% CO_2_. Plate-E cells (2*10^5^/ml in a 6-well dish) were transfected with 2 µg of the retroviral vector using a FuGENER HD Transfection Reagent (Promega) at a 3:1 ratio (FuGENER HD: DNA mass per well). After 48h, the supernatant was collected. B cells from WT and *Ikzf3^N159S/N159S^* mice were isolated using B cell Microbead (Miltenyi Biotec) with purity over 92%. 10^6^ of these B cells were stimulated with 10 µg/ml LPS (Sigma) in RPMI medium (Gibco), supplemented with 10% FBS, 50 µmol 2-mercaptoethanol (Sigma), 1mM sodium pyruvate (Gibco), 1% penicillin/streptomycin (Gibco) and 1% MEM (Gibco). Two days after stimulation, viral supernatant was added with 20 mg/ml polybrene (Greiner bio-one) to the cells in a 24-well plate. To enhance transduction efficiency, cells were subjected to a round of centrifugation with vector-containing medium for 90min at 2000rpm and 32°C, separated by a 2-hour interval in which cells were cultured in medium without viral particles. Two days after infection, the cells were FACS analyzed for various purposes as indicated.

### Generation of bone marrow chimeras

For the generation of bone marrow chimeras, bone marrow (BM) cells were prepared from CD45.2 WT or *Ikzf3^N159S/N159S^* mice and CD45.1 wild type mice. Those donor-derived CD45.2 bone marrow cells were mixed 1:1 with bone marrow cells from CD45.1^+^ wild type cells and were transferred intravenously into sub-lethally (950 rad) irradiated *Rag1^−/−^* recipients. The recipient mice were analyzed 8–12 weeks after bone marrow injection.

### Homing assay

The homing assay was performed as described (32–35) with slight modifications. Single splenic cell suspensions were prepared from CD45.2 WT or *Ikzf3^N159S/N159S^* mice and CD45.1 WT mice. Equal numbers (3-5 × 10^7^) of CD45.2 WT or *Ikzf3^N159S/N159S^* cells and CD45.1 WT cells were mixed and were intravenously co-injected into CD45.1/2 recipient mice. An aliquot of the injected cells mixture was analyzed by flow cytometry to confirm the injected ratio of CD45.1^+^ and CD45.2^+^ (Ri) in B220^+^CD19^+^ or TCRβ^+^CD3^+^ population. After 24h of migration, single-cell suspensions of blood and organs were prepared and were stained with antibodies. The ratio of CD45.1^+^CD45.2^−^ and CD45.2^−^CD45.2^+^ (Ro) was determined by flow cytometry. The ratio of CD45.1^+^CD45.2^−^ and CD45.2^−^CD45.2^+^ cells in B220^+^CD19^+^ or TCRβ^+^CD3^+^ population within individual injection mixture (Ri) and organs (Ro) was measured, and the homing assay results were presented as the ratio of Ro/Ri in each tissue.

### Template selection and homology modeling

Given the absence of experimentally determined three-dimensional structure for human AIOLOS, a homology model of the four N-terminal zinc fingers was constructed. Initially, a template search was performed using BLASTP against the RCSB protein data bank (PDB) with the human AIOLOS sequence as the query, leading to the identification of potential template sequences. After careful evaluation, a template fragment of human PR/SET domain 9 (PRDM9c) with a PDB ID of 5V3G, encompassing six zinc fingers, was selected (36–38). The choice was based on its sequence identity of 38%, absence of gaps (0% gap), 55% positive residues, and a high BLAST bit score of 224.

To generate the homology models, MODELLERv9.17 was employed (39). Initially, the target and template sequences were aligned using MODELLER’s align2d command, which employs global dynamic programming with a linear gap penalty function to align the two profiles. Subsequently, 20 three-dimensional models of human AIOLOS with four N-terminal zinc fingers and DNA were built using MODELLER. Among the generated models, the one with the lowest DOPE (Discrete Optimized Protein Energy) score, as well as visual inspection, was chosen for further analysis (40). This selected model represents the complex of human AIOLOS with four N-terminal zinc fingers, cognate DNA sequence of AIOLOS, and zinc ions, and served as the starting structure for subsequent molecular dynamics simulations and analyses.

### Molecular dynamics simulations and analyses

To investigate the behavior of the N160S as compared to wild-type (WT) and G159R-mutant structures, we first prepared the N160S-mutant by mutating the N160 to S160 *in silico*, while preserving the secondary structure. Subsequently, molecular dynamics (MD) simulations were performed. The initial step involved the addition of hydrogen atoms to all the systems. Subsequently, these structures were solvated using the three-point transferable intermolecular potential (TIP3P) water model in an octahedral box, while maintaining a distance of approximately 10 Å between the protein-DNA complex surface and the box boundary (41). The systems were then neutralized by introducing counter ions, and the simulations were performed using GROMACS 5.1.2 with the ff14SB forcefield (42, 43). The MD simulations commenced with an energy minimization phase, consisting of 50,000 steps, followed by a gradual heating process from 0 to 300 K over 500 ps. Subsequently, a constant temperature equilibration was performed for 3000 ps at 300 K. To ensure velocity stability, the Parrinello-Rahman barostat pressure coupling method was employed. The production runs for the WT, N160S and G159R mutants lasted 500 ns, employing a periodic boundary condition in the NPT ensemble. Berendsen temperature coupling with modifications was utilized to maintain a constant temperature of 300 K and a pressure of 1 atm. The leap-frog integrator and the Verlet cut-off schemes were employed during the simulations (44). To preserve bond lengths, the LINCS algorithm was used, while the Particle-mesh Ewald method was employed for the calculation of electrostatic forces. In these calculations, Fourier grid spacing and Coulomb radius values of 0.16 nm and 1.4 nm, respectively, were utilized. The standard van der Waals interactions were set to 1.4 nm. To analyze the MD simulated trajectories of the three systems, several key metrics were calculated. The root means square deviation (RMSD), root mean square fluctuation (RMSF), and radius of gyration (Rg) were determined, for which the GROMACS utilities, namely gmx rms, gmx rmsf, and gmx gyrate, were employed for these calculations respectively, providing essential insights into the structural stability and flexibility of the systems. The MD simulation trajectories were visualized using Visual Molecular Dynamics (VMD) (45). Molecular visualization and figure generation were accomplished using PyMOL (http://www.pymol.org).

## Results

### Impaired B1a cell development in Aiolos^N159S^ mutant mice

We have previously reported that the knock-in mouse model carrying the *Ikzf3^N159S^* mutant allele generating the Aiolos^N159S^ missense mutant protein, which corresponds to the human AIOLOS^N160S^ variant, recapitulated the abnormal B and T lymphocyte development similarly to what was observed in the patients with *IKZF3^N160S^* variant. B cell frequencies in peripheral blood (PBL) was decreased in *Aiolos^N159S/N159S^* mice (27). In addition, we showed that the expressions of IgM, IgD, and CD23 significantly decreased in B lymphocyte populations in both *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice (27). To clarify the developmental stages of B cell development impaired by the *Aiolos^N159S^* mutation, we examined early B cell development in the bone marrow according to the criteria of Fractions A to G defined by Hardy (46). No significant differences were observed in the frequencies of fractions A-C among *Ikzf3^+/+^*, *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice (**Figures 1A, B**). However, in the CD11b^−^B220^+^CD43^−^ population, AA4.1^+^IgM^+^ cells corresponded to Fr. E & F were increased in *Ikzf3^N159S/N159S^* mice with a decrease in recirculating B cells, which were defined as CD11b^−^B220^+^CD43^−^AA4.1^−^IgM^+^ (**Figures 1A, B**). In contrast, recirculating B cells increased in *Ikzf3^+/N159S^* mice (**Figures 1A, B**), which is consistent with the tendency of increased splenic B cell frequency in *Ikzf3^+/N159S^* mice (27). Therefore, an increase in Fr. E & F in *Ikzf3^N159S/N159S^* mice might reflect a relative increase due to the low frequency of recirculating B cells, rather than the accumulation of immature B cells by developmental blockade.

**Figure 1:**
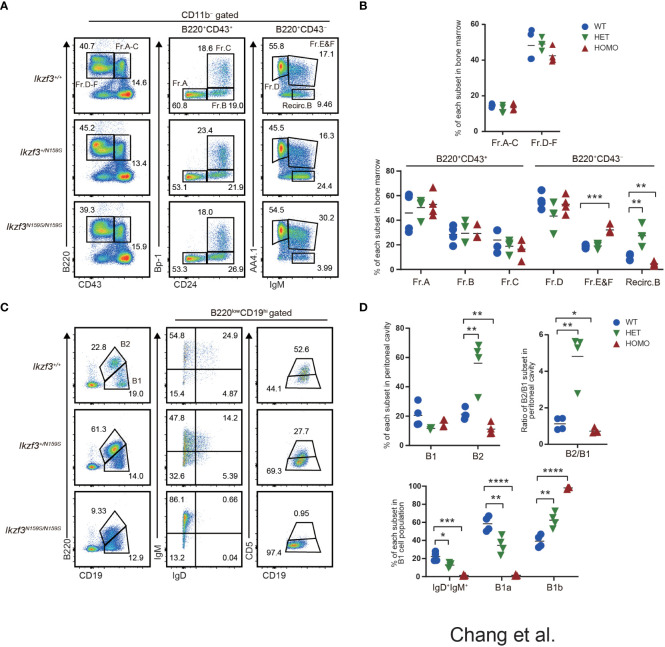
Impaired B1a cell development in *Ikzf3^N159S/N159S^* mice. **(A)** Flow cytometric analysis of bone marrow cells from 6-12 weeks age mice with indicated genotypes. CD11b^−^B220^+^ cells can be resolved into Fr.A-C (B220^+^CD43^+^) and Fr.D-E (B220^+^CD43^−^) subsets. Fr.A-C and Fr.D-F subsets are divided into six subsets: Fr.A, Bp1^−^CD24^−^; Fr.B, Bp-1^−^CD24^+^; Fr.C, Bp-1^+^CD24^+^; Fr.D, AA4.1^+^IgM^−^; Fr.E&F, AA4.1^+^IgM^+^; Recirc.B, AA4.1^−^IgM^+^. Numerical values in the plots indicate percentages of each subpopulation. **(B)** Graphs show the frequencies of B cell subsets in the bone marrow (n=3). The horizontal lines indicate the mean values from at least three different mice per group. **(C)** Flow cytometric analyzes of B1 (CD19^hi^B220^lo^) and B2 (CD19^lo^B220^hi^) cell population in the peritoneal cavity, using the indicated markers. CD19^hi^B220^lo^CD5^+^ (B1a) and CD19^hi^B220^lo^CD5^−^ (B1b) of the peritoneal cavity were stained. FACS analysis of B1 cell population from the peritoneal cavity stained for IgM and IgD. Numerical values in the plots indicate percentages of each subpopulation. **(D)** Frequencies of B1, B2 population (top-left) and the ratio of B2/B1 (top-right) in the peritoneal cavity from *Ikzf3^+/+^*, *Ikzf3^+/N159S^*, *Ikzf3^N159S/N159S^* mice are shown (n=3). Additionally, the graph below shows the frequencies of IgM^+^IgD^+^, B1a and B1b subpopulations from total B1 cells (n=3). Statistically significant differences (Student’s unpaired, two-tailed t test) between the groups are shown. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

B-lymphocytes are divided into B1 and B2 subtypes. B1 cells are an important part of the innate immune response, and spontaneously secrete polyreactive IgM antibodies (47, 48). In mice, B1 cells differ from conventional B2 B cells in that they do not express CD21 and CD23 and express only low levels of B220 (B220^lo^CD19^hi^) and IgD, but high levels of IgM. B1 cells are abundant in both peritoneal and pleural cavities and can be further divided into B1a (B220^lo^CD19^hi^CD5^+^) and B1b (B220^lo^CD19^hi^CD5^−^) cells (47, 48). CD5^+^ B1a cells are thought to be long-lived, self-renewing cells that predominantly reside in these pleural and peritoneal cavities, where they produce natural polyreactive IgM antibodies with a biased, autoreactive repertoire (49).

Given the reduction in B2 cell numbers in *Ikzf3^N159S/N159S^* mice, we examined whether B1 cell development was impaired by the *Ikzf3^N159S^* mutation. Consistent with the tendency of splenic B2 cell numbers (27), the frequency of B2 cells, defined as CD19^lo^B220^hi^ cells in the peritoneal cavity of *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice, increased and decreased, respectively, thereby increasing and decreasing the B2 to B1 ratio (**Figures 1C, D**). B2 cells in the peritoneal cavity of both mutants also showed decreased IgD and CD23 expression (**Figure S1A**), as observed in the spleen (27). In the CD19^hi^B220^lo^ B1 cell population, the expression level of IgD was also decreased by the *Ikzf3^N159S^* mutation in a dose-dependent manner, and IgD^+^ cells were hardly detected in *Ikzf3^N159S/N159S^* mice (**Figures 1C, D**). B1a cells, defined as CD19^hi^B220^lo^CD5^+^ cells, were significantly decreased in the peritoneal cavities of *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice (**Figures 1C, D**). Since CD5 is the only marker to distinguish B1a and B1b cells, loss of B1a cell population could be either caused by loss of CD5 expression from B1a cells or developmental block of B1a cells. In order to distinguish whether CD5 expression was lost in B1a cells or whether B1a cell development was inhibited by Aiolos^N159S^, we examined CD5 expression in other cells such as T lymphocytes. In the spleen, the frequency of CD5^+^ T cells were decreased in *Ikzf3^+/N159S^* mice with severer reduction in CD8^+^ T cells (**Figure S1B**). Primary T cell development in the thymus is divided into four stages according to CD4 and CD8 co-receptor expression: most immature CD4^−^CD8^−^ (DN) stage is flowed by CD4^+^CD8^+^ (DP) precursor stage, and DP precursor is maturated into CD4^+^CD8^−^ (CD4 SP) or CD4^−^CD8^+^ (CD8 SP) stage after positive selection. In thymic T cells, the frequency of CD5 expressing cells was significantly decreased in the CD4^+^CD8^+^ (DP) and CD4^−^CD8^+^ (CD8 SP) subsets and increased in the CD4^−^CD8^−^ (DN) subset (**Figure S1C**). This indicated that *Ikzf3^N159S^* mutation disturbed CD5 expression during the DN to DP stages in the thymus, specifically in the CD8 SP population. However, CD5 expression was not completely lost, suggesting that the loss of CD5^+^ B1a population was likely caused by developmental inhibition rather than a loss of CD5 expression.

### Impaired CD62L expression on T and B cells by Aiolos^N159S^ variant

Although just from a single patient, RNA-seq analyses of naïve B cell from such a patient carrying *IKZF3^N160S^* variant showed lower expression of *SELL* gene which encodes CD62L (27). In *Ikzf3^N159S/N159S^* mice, circulating T cells in the peripheral blood, particularly CD8^+^ T cells, showed decreased CD62L expression (27). We then next examined the developmental stages that initiate low CD62L expression during T cell development. In primary T cell development of thymus, flow cytometry analyses detected low CD62L expression of thymocytes of *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice from CD4^+^CD8^+^ (DP) stage onward, while CD62L expression on CD4^−^CD8^−^ DN thymocytes was comparable (**Figures 2A, B**). In mice, RNA-seq data available in the ImmGen database showed that the expression of *Ikzf3* gene is initiated from the DN to DP transition, whereas the *Ikzf1* gene is expressed earlier in the DN1 stage (**Figure S2A**). Thus, low CD62L and CD5 expression was correlated with the expression of *Ikzf3^N159S^* gene, suggesting that the Aiolos^N159S^ mutant protein quickly suppresses CD62L expression in a dominant-negative form. Given that CD62L is expressed in mature B cells, we also examined CD62L expression in splenic B220^+^ CD19^+^ B cells and found that expression of CD62L is heavily decreased in *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice (**Figures 2C, D**). Furthermore, B220^+^CD19^+^ cells in the peripheral blood and peripheral LN (pLN), and mesenteric LN (mLN), and B2 and B1 cells in the peritoneal cavity showed decreased CD62L expression in *Ikzf3^N159S/N159S^* mice (**Figures S2B, C**). Interestingly, the frequency of CD62L^+^ B cells varied in secondary lymphoid tissues of *Ikzf3^+/N159S^* mice.

**Figure 2:**
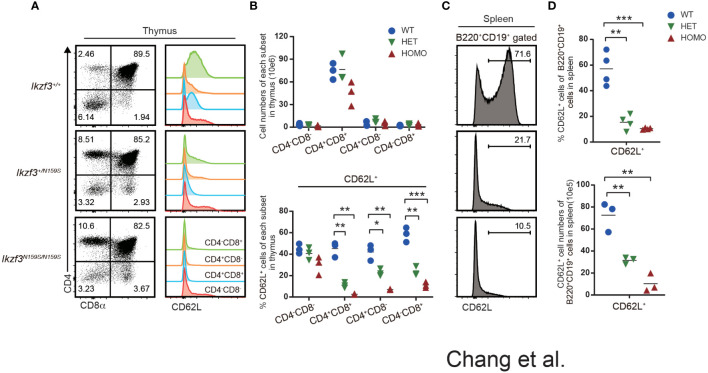
Low CD62L expression on T and B cells by Aiolos^N159S^ variant. **(A)** Flow cytometric analyses of thymocytes from *Ikzf3^+/+^*, *Ikzf3^+/N159S^*, *Ikzf3^N159S/N159S^* mice, at age of 6-12 weeks. CD4 and CD8a were used to stain DN (CD4^−^CD8^−^), DP (CD4^+^CD8^+^), CD4 SP (CD4^+^CD8^−^), CD8 SP (CD4^−^CD8^+^) thymocyte subsets. CD62L expression levels on each thymocyte subsets are adjacently shown as histograms. **(B)** Graphs show cell numbers of CD4^−^CD8^−^, CD4^+^CD8^+^, CD4^+^CD8^−^ and CD4^−^CD8^+^ thymocytes (top) and the percentage of CD62L^+^ cells within each subset (bottom) (n=3). The horizontal lines indicate the mean values of at least three different mice per group. **(C)** Flow cytometric analyzes of CD62L expression on splenic B (B220^+^CD19^+^) cells. **(D)** Graphs show the frequency (top) and cell number (bottom) of CD62L^+^ cells from splenic B cell population from *Ikzf3^+/+^*, *Ikzf3^+/N159S^*, *Ikzf3^N159S/N159S^* mice (n=3). Statistically significant differences (Student’s unpaired, two-tailed t test) between the groups are shown. *, P < 0.05; **, P < 0.01; ***, P < 0.001.

### Cell intrinsic phenotypes of Ikzf3^N159S/N159S^ cells assessed by mixed bone marrow chimera

We observed that the differentiation of T and B lymphocytes, NK1.1^+^ natural killer (NK) cells, and eosinophils (Eos) was impaired with the loss of certain markers such as CD23 and CD62L in *Ikzf3^N159S/N159S^* mice (27). To address whether these B, T, and myeloid cell phenotypes occur in a cell-intrinsic manner and to test the developmental potency of progenitors under competitive settings, we performed mixed bone marrow (BM) chimera experiments. CD45.1^+^ bone marrow cells were mixed with CD45.2^+^ bone marrow cells prepared from either *Ikzf3^+/+^* or *Ikzf3^N159S/N159S^* mice in equal proportions and transplanted into sublethally irradiated Rag1 KO recipient mice (**Figure S3A**). Reconstitution of hematopoiesis in recipients was analyzed 8 weeks after transplantation using flow cytometry. In the total bone marrow cells, the CD45.2^+^/CD45.1^+^ ratio was close to 1:1 in recipients injected with CD45.1^+^ *Ikzf3^+/+^* and CD45.2^+^ *Ikzf3^N159S/N159S^* BM cells (**Figures 3A, B**). However, during early B cell development, the percentage of CD45.2^+^ *Ikzf3^N159S/N159S^* cells increased in Fr. E and F (**Figures S3B, C**), suggesting that mature B cells in the bone marrow were retained or accumulated in the presence of Aiolos^N159S^. In B220^+^CD19^+^ B cell population in peripheral lymphoid tissues, the percentage of CD45.2^+^ *Ikzf3^N159S/N159S^* cells was significantly decreased to approximately 10% in spleen and was further reduced to less than 1% in pLN, mLN, and peritoneal cavity, comparing with CD45.2^+^ *Ikzf3^+/+^* cells (**Figures 3A, B** and **S3D**).

**Figure 3:**
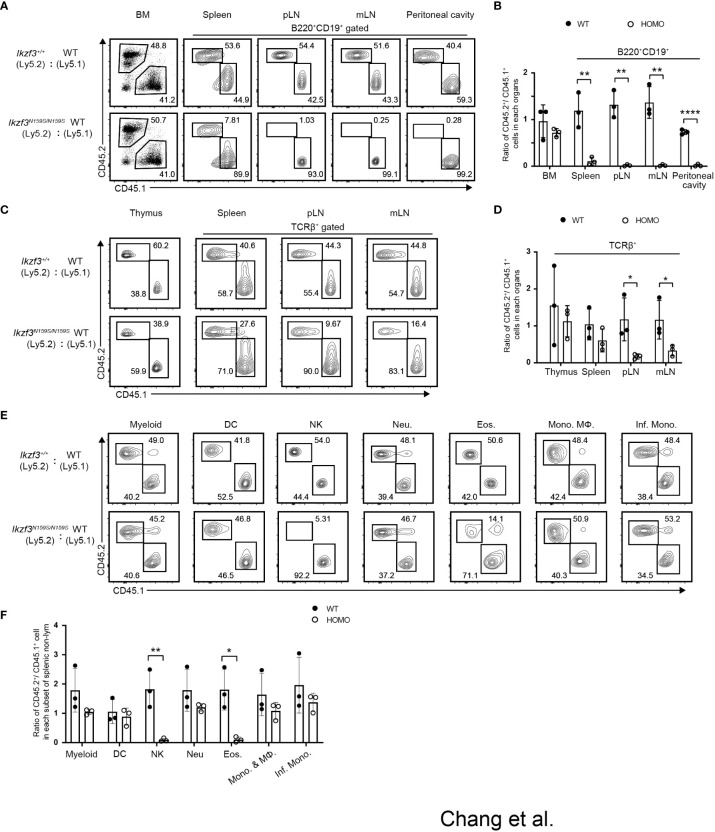
Cell intrinsic phenotypes by the Aiolos^N159S^ variant assessed by mixed bone marrow chimera experiment. **(A)** Flow cytometric analyses show the percentages of CD45.1^+^ (WT) versus CD45.2^+^ (*Ikzf3^+/+^* or *Ikzf3^N159S/N159S^*) donor cells in total bone marrow and in B cell population (B220^+^CD19^+^) from spleen, pLN, mLN and peritoneal cavity, after >8 weeks post-transplantation. **(B)** Ratios of CD45.2^+^/CD45.1^+^ cells in total bone marrow and B cell populations (B220^+^CD19^+^) from spleen, pLN and mLN, after >8 weeks post-transplantation (n=3). Each dot represents data from one recipient mouse. Data are presented as the mean ± SD, n = 3 per group. **(C)** Flow cytometric analyzes show the percentages of CD45.2 and CD45.1 donor cells in total cells of thymus and T cells (TCRβ^+^) from spleen, pLN and mLN, after >8 weeks post-transplantation. **(D)** Ratios of CD45.2^+^/CD45.1^+^ cells in total thymus and in T cells (TCRβ^+^) from spleen, pLN, mLN and peritoneal cavity, after >8 weeks post-transplantation. **(E)** Flow cytometric analyzes show percentage of CD45.2^+^ and CD45.1^+^ donor cells in splenic CD11b^+^CD11c^−^ cell, dendritic cell (DC), natural killer cell (NK), neutrophil (Neu.), eosinophil (Eos.), Monocyte (Mono.), Macrophage (MΦ) and Inflammatory monocyte (Inf. Mono.) subsets, after >8 weeks post-transplantation. **(F)** Ratios of CD45.2^+^/CD45.1^+^ cells in each splenic myeloid cell subset (CD11b^+^CD11c^−^, DC, NK, Neu., Eos., Mono. & MΦ and Inf. Mono.) after >8 weeks post-transplantation (n=3). Statistically significant differences (Student’s unpaired, two-tailed t test) between the groups are shown. *, P < 0.05; **, P < 0.01; ****, P < 0.0001.

In the TCRβ^+^ T cell population, CD45.2^+^ *Ikzf3^N159S/N159S^* cells were significantly decreased in the peripheral and mesenteric lymph nodes compared to CD45.2^+^ *Ikzf3^+/+^* cells (**Figures 3C, D** and **S3E**). In NK and myeloid lineage cells, the frequency of CD45.2^+^ *Ikzf3^N159S/N159S^* cells was lower, specifically in CD11b^+^NK1.1^+^ NK cells and CD11b^+^Ly6G^−^Ly6C^lo^ Eos cells. (**Figures 3E, F** and **S3F, G**). These observations indicate that developmental defects of NK and Eos by the *Ikzf3^N159S^* mutation were caused in a cell-intrinsic manner and developmental potency to other myeloid-lineage cells, at least cell types we examined, were not affected by the *Ikzf3^N159S^* mutation.

Next, we examined whether the impaired expression of surface proteins caused by the *Ikzf3^N159S^* mutation occurs in a cell-intrinsic or cell-extrinsic manner. In recipients transplanted with CD45.1^+^ *Ikzf3^+/+^* and CD45.2^+^ *Ikzf3^N159S/N159S^* BM cells, the expressions of IgD, CD23, and CD21 in the splenic B cell population were heavily reduced, specifically in CD45.2^+^ *Ikzf3^N159S/N159S^* cells (**Figures 4A, B**). Similarly, CD62L expression was significantly decreased, specifically in CD45.2^+^ *Ikzf3^N159S/N159S^* thymocytes (**Figures 4C, D**). These results indicated that the Aiolos^N159S^ mutant protein inhibits the expression of IgD, CD23, CD21, and CD62L in a cell-intrinsic manner. Interestingly, the frequency of CD62L^+^ cells in each thymocyte subset was higher in these recipients than in the non-irradiated control mice (**Figures 2A, B** and **4C, D**). This suggests that the reconstitution of T cell development in the thymic environment in irradiated recipients may induce CD62L. It is noteworthy that the frequency of CD62L^+^ in CD4^−^CD8^−^ DN subset was already lower in CD45.2^+^ *Ikzf3^N159S/N159S^* thymocytes compared with CD45.2^+^ *Ikzf3^+/+^*, suggesting that a small amount of Aiolos^N159S^ may shortly inhibit CD62L expression after induction in DN cells (**Figures 4C, D**). As expected, CD62L expression was severely inhibited in T cells from the DP thymocytes stage onward and in the spleen (**Figures 4E, F**). However, in pLNs, although the CD45.2^+^ *Ikzf3^N159S/N159S^* T cells comprised a small population, the frequency of CD62L^+^ cells was comparable to that of control cells, similar to CD45.2^+^ *Ikzf3^N159S/N159S^* CD4 T cells in mLN (**Figures 4E, F** and **S4E, F**).

**Figure 4:**
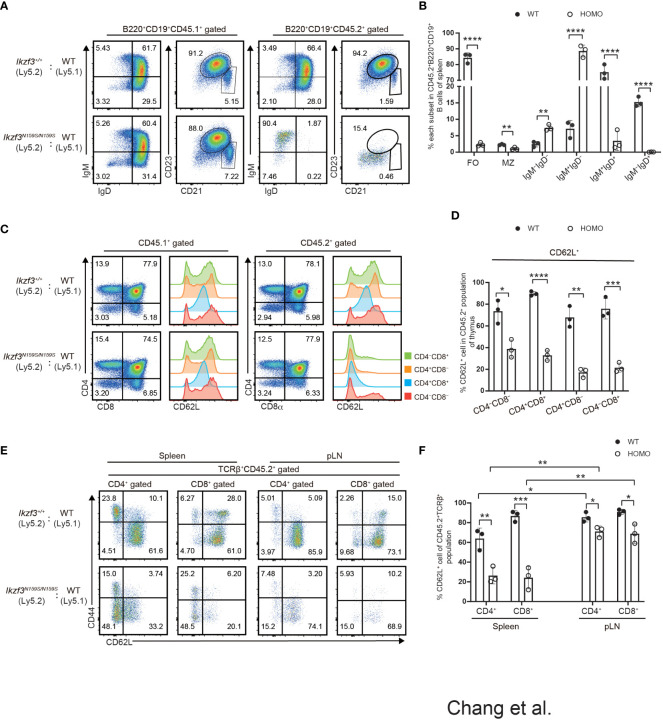
Cell intrinsic defect of CD62L and CD23 expression by the Aiolos^N159S^ variant. **(A)** Flow cytometric analyses show IgM, IgD, CD21 and CD23 expression level on B220^+^CD19^+^ splenic B cells from CD45.1^+^ (WT) versus CD45.2^+^ (*Ikzf3^+/+^* or *Ikzf3^N159S/N159S^*) donor cells, after >8 weeks post-transplantation. **(B)** Frequencies of splenic follicular B cell (CD21^int^CD23^hi^, FO), marginal zone B cell (CD21^hi^CD23^lo/−^, MZ), IgM^−^IgD^−^, IgM^+^IgD^−^, IgM^+^IgD^+^ and IgM^−^IgD^+^ subsets from CD45.2^+^ donor cells are shown (n=3). Each dot represents data from one recipient. Data are presented as the mean ± SD, n = 3 per group. **(C)** Flow cytometric analyses of CD4 and CD8a subsets of CD45.1^+^ or CD45.2^+^ donor cells from WT and Homo group, after >8 weeks post-transplantation. CD62L expression levels on each subset (CD4^−^CD8^−^, CD4^+^CD8^+^, CD4^+^CD8^−^, CD4^−^CD8^+^) are adjacently shown as histograms. **(D)** Graph shows the frequencies of CD62L^+^ of each thymocyte subset from CD45.2^+^ donor cells (n=3). **(E)** Flow cytometric analyses of CD44 and CD62L expression of CD45.2^+^ T cells in spleen and pLN (TCRβ^+^CD4^+^, TCRβ^+^CD8^+^), after >8 weeks post-transplantation. **(F)** Frequencies of CD62L^+^ cells from CD45.2^+^ T cell subsets in spleen and pLN are shown. Statistically significant differences (Student’s unpaired, two-tailed t test) between the groups are shown. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

### Reduced homing ability of Aiolos^N159S/N159S^ T and B cells

Our mixed bone marrow chimera experiments clearly showed a greater reduction in the frequency of CD45.2^+^ *Ikzf3^N159S/N159S^* lymphocytes in the LNs than in the spleen, whereas the frequency of CD62L^+^ T cells increased in the LNs. Given the important role of CD62L in lymphocyte homing to lymphoid tissue, we compared the homing abilities of *Ikzf3^+/+^* and *Ikzf3^N159S/N159S^* lymphocytes. Total splenocytes from CD45.2^+^ *Ikzf3^+/+^* or CD45.2^+^ *Ikzf3^N159S/N159S^* mice and CD45.1^+^ control mice were mixed in a 1 to 1 ratio and intravenously injected into CD45.1^+^CD45.2^+^ recipient mice (**Figure 5A**). After 24 hours, the frequencies of CD45.1^+^ and CD45.2^+^ cells in the PBL, spleen, and LNs were analyzed by flow cytometry. The ratio of CD45.1^+^CD45.2^−^ and CD45.2^−^CD45.2^+^ in B220^+^CD19^+^ or TCRβ^+^CD3^+^ population in recipient organs (Ro) and that in injection mixture (Ri) were used to calculate the homing index as the ratio of Ro/Ri (**Figure 5A**). In recipients injected with CD45.1^+^ control cells and CD45.2^+^ *Ikzf3^+/+^*, the homing index was approximately one in all tissues examined (**Figures 5B–E** and **S5A**). In contrast, in recipients injected with CD45.1^+^ control cells and CD45.2^+^ *Ikzf3^N159S/N159S^* cells, the homing index in the B cell compartment was lower than 0.2 in the PBL, although it remained around 0.5 in spleen, and CD45.2^+^ *Ikzf3^N159S/N159S^* B cells were hardly detected in the LNs (**Figures 5B, C** and **S5A**). In the T cell population of the above recipients, the homing index was decreased in the pLN and mLN, but not in the PBL and spleen (**Figures 5D, E** and **S5A**). These observations indicate that the homing ability to the LNs was impaired in *Ikzf3^N159S/N159S^* B and T lymphocytes. As expected from analyses of mixed bone marrow chimeras, the frequency of CD62L^+^ cells in *Ikzf3^N159S/N159S^* B and T cell populations was significantly increased in pLN and mLN from the input, although these were still lower than those in CD45.2^+^ *Ikzf3^+/+^* cells (**Figures 5B–E** and **S5A**). These results revealed that *Ikzf3^N159S/N159S^* B and T lymphocytes were outcompeted by control cells in homing to the LNs. Selective accumulation of CD62L^+^ *Ikzf3^N159S/N159S^* lymphocytes in LNs revealed that *Ikzf3^N159S/N159S^* lymphocytes expressing CD62L retained their homing activity to some extent, suggesting that the Aiolos^N159S^ mutation impaired the homing ability of lymphocytes, mainly *via* disturbing the CD62L expression.

**Figure 5:**
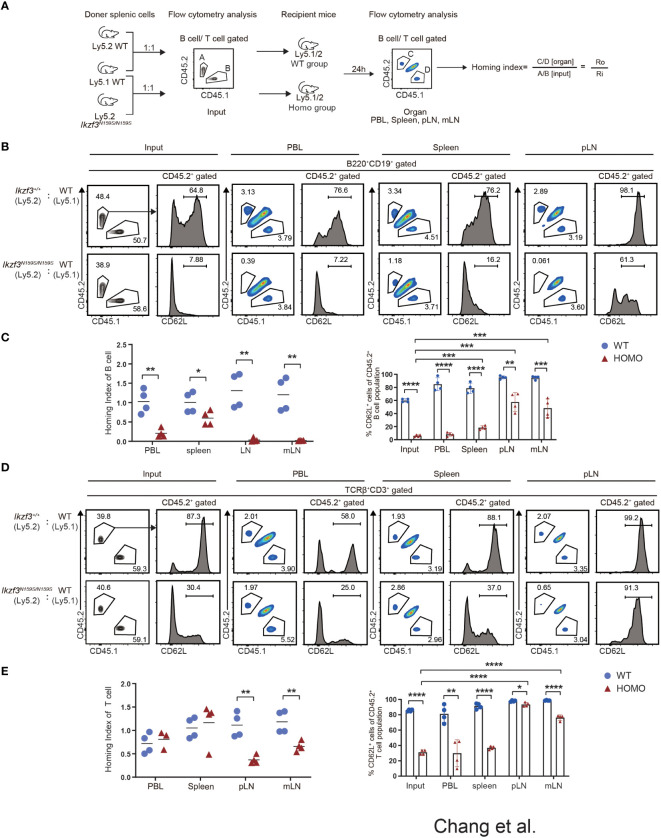
Impaired Homing ability of *Ikzf3^N159S/N159S^* lymphocytes. **(A)** Ly5.2 (CD45.2^+^) *Ikzf3^+/+^* (WT group) or *Ikzf3^N159S/N159S^* (Homo group) splenic cells were mixed with Ly5.1 (CD45.1^+^) wild type (WT) splenic cells and injected into sub-lethally irradiated CD45.1^+^CD45.2^+^ recipient mice. Flow cytometry was used to assess the input ratio (Ri) of CD45.2^+^CD45.1^−^ and CD45.2^−^CD45.1^+^ in B220^+^CD19^+^ or TCRβ^+^CD3^+^ population before injection. After 24h post-injection, flow cytometric analyzes shows ratios of CD45.2^+^CD45.1^−^ and CD45.2^−^CD45.1^+^ donor cells in B or T cell populations from various organs (Ro). The ratio of Ro and Ri is analyzed as the homing index. **(B)** Flow cytometric analyzes shows ratios of CD45.2^+^ and CD45.1^+^ cells in B220^+^CD19^+^ B cells, from input and 24h post-transplanted organs (PBL, spleen, and pLN), alongside CD62L expression levels on CD45.2^+^ B cells. **(C)** B cell homing indexes of PBL, spleen, pLN, and mLN, from WT and Homo groups, are shown on the left. The horizontal lines indicate the mean values of at least three mice per group. The frequencies of CD62L^+^ cells in CD45.2^+^ B cell population from input and 24h post-transplanted organs (PBL, spleen, pLN, and mLN) are shown on the right (n=4). Each dot represents data from one recipient mouse. Data are presented as the mean ± SD, n = 4 per group (right). **(D)** Flow cytometry analyses show ratios of CD45.2^+^ and CD45.1^+^ cells in TCRβ^+^CD3^+^ T cells, from input and 24h post-transplanted organs (PBL, spleen, and pLN), alongside CD62L expression levels on CD45.2^+^ T cells. **(E)** T cell homing indexes of PBL, spleen, pLN, and mLN, from WT and Homo groups, are shown on the left. The frequencies of CD62L^+^ cells from CD45.2^+^ T cell population from input and 24h post-transplanted organs (PBL, spleen, pLN, and mLN) are shown on the right (n=4). *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

### Low expression of putative IKZF1 target genes by Aiolos^N159S^ variant

To examine what genes were dysregulated in the presence of Aiolos^N159S^ variant, we conducted RNA-seq analyses. 

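Read counts of 6 splenic T cell libraries, 2 per genotype, were analysed here, and the B cell libraries were not analysed here. The authors mapped the reads to mm10 with HISAT2, counted the reads on each refGene gene with HTSeq and deposited these counts without normalization. Each library listed 25239 genes by their symbols. The reads counted on genes numbered 11696461 and 15189837 in *Ikzf3+/+* T cells, 16794233 and 15137106 in *Ikzf3 +/N159S* T cells, and 17317260 and 13730528 in *Ikzf3 N159S/N159S* T cells. The counts were scaled by edgeR's TMM method, and the 12117 genes that passed its filter on low counts were tested. Each genotype was compared with *Ikzf3+/+* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in one fit of the 6 libraries, and genes with an FDR under 0.05 were taken as DEGs. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p under 0.333, so each FDR rests on a spread estimated across genes. *Ikzf3* itself lies on chromosome 11 of mm10 from 98464610 to 98546031. Its normalized count was 2332 ± 27.7 (SD, n = 2) in *Ikzf3+/+*, 2394 ± 165 (SD, n = 2) in *Ikzf3 +/N159S* and 2991 ± 58.0 (SD, n = 2) in *Ikzf3 N159S/N159S* T cells. Its log2 fold change in *Ikzf3 N159S/N159S* T cells was 0.36 (standard error 0.09, FDR = 0.0490, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was past the threshold under 7 of 10 other settings. Counts per gene do not separate the reads of the variant allele from those of the other allele. The normalized count of *Il7r*, which encodes CD127, was 18750 ± 760 (SD, n = 2) in *Ikzf3+/+* and 14760 ± 865 (SD, n = 2) in *Ikzf3 N159S/N159S* T cells, a log2 fold change of −0.35 (standard error 0.10, FDR = 0.0799, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Ikzf3 N159S/N159S*, 3 of 10 alternatives gave *Il7r* an FDR under 0.05, within a range of 0.0130 to 0.140, and a term for the split of the libraries by genes detected (a block with 1 library of each genotype on each side), chosen after seeing the data, gave 0.00191. In *Ikzf3 +/N159S* T cells its normalized count was 13350 ± 142 (SD, n = 2), a log2 fold change of −0.49 (standard error 0.10, FDR = 0.0368, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of *Cd44* was −0.35 (standard error 0.31, FDR = 0.612, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.012 without *Ikzf3+/+* replicate 1. *Xist*, a transcript of the inactive X chromosome, reached 737 and 846 CPM in the *Ikzf3 +/N159S* libraries and 0.770 to 1.96 CPM in the other 4 libraries. Comparisons with *Ikzf3 +/N159S* T cells therefore also compare libraries that differ in sex-linked transcripts.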

Considering low CD62L expression in T cells, we chose CD127 as a marker to isolate cells that would correspond to naïve T cells and purified splenic B220^+^CD19^+^ B cells and TCRβ^+^CD4^+^CD44^−^CD127^+^ T cells of *Ikzf3^+/+^*, *Ikzf3^+/N159S^*, and *Ikzf3^N159S/N159S^* mice. The results obtained from RNA-sequencing (RNA-seq) were analyzed using principal component analysis (PCA). 

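Principal components were computed from the log2 CPM of the 12117 tested genes in the 6 T cell libraries, with a prior count of 2 and each gene scaled to unit variance. PC1 held 30.4% of the variance, PC2 25.7% and PC3 20.8%. Between genotypes lay 98.9% of the variance of PC1, 21.5% of that of PC2 and 75.2% of that of PC3. On PC1 the *Ikzf3+/+* libraries scored −78.2 and −74.6, the *Ikzf3 +/N159S* libraries 30.0 and 20.5, and the *Ikzf3 N159S/N159S* libraries 59.8 and 42.6. On PC2 the 2 libraries of each genotype lay apart, at 31.6 and −55.6 in *Ikzf3+/+*, −16.8 and 82.9 in *Ikzf3 +/N159S*, and −62.7 and 20.6 in *Ikzf3 N159S/N159S*. Distances within genotypes made up 48.3% of the total variance. This was the lowest share among the 15 ways to put 6 libraries into 3 pairs (exact permutation test, one-sided, p = 0.0667, the smallest p that the design allows). The next lowest share was 48.7%. With all 21296 genes that had a count in any library, the share within genotypes rose to 54.9% (exact permutation test, one-sided, p = 0.133). The pairing of *Ikzf3 +/N159S* replicate 1 with *Ikzf3 N159S/N159S* replicate 1, and of *Ikzf3 +/N159S* replicate 2 with *Ikzf3 N159S/N159S* replicate 2, was then tighter. In that setting PC1 held 27.3% of the variance, of which 20.3% lay between genotypes, and PC2 held 25.4%, of which 88.3% did. Without the genes on chromosomes X and Y, the share within genotypes among the other 11724 genes was 48.2%. With the 12117 genes centred but not scaled, the share within genotypes was 38.0%, and 96.4% of the variance of PC2 lay between genotypes. With the 500 most variable genes, centred only, these values were 29.2% and 96.0%. The pairing by genotype was the tightest in both.

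**Figure D1:**
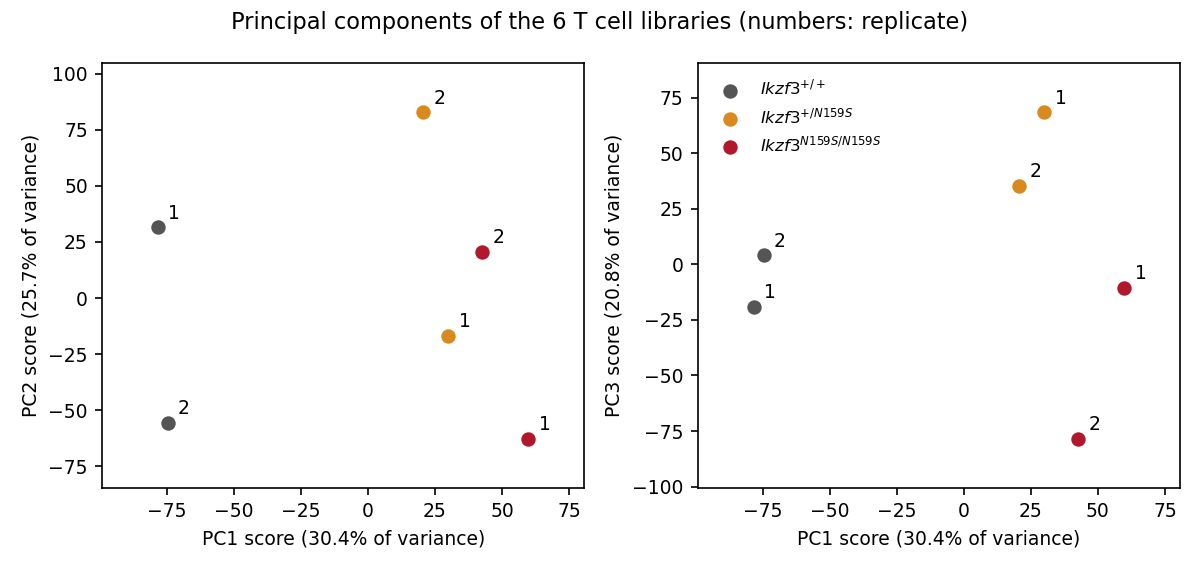
Scores of the 6 T cell libraries on PC1 and PC2 (left) and on PC1 and PC3 (right), with the percent of the variance on each axis. Points are libraries, coloured by genotype and numbered by replicate. The *Ikzf3+/+* libraries sit at −78.2 and −74.6 on PC1 and the other 4 libraries between 20.5 and 59.8.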

In both B and T cells, PCA showed that *Ikzf3^+/+^*, *Ikzf3^+/N159S^*, and *Ikzf3^N159S/N159S^* cells were differentially clustered in terms of global gene expression (**Figure 6A**). Gene ontology (GO) analysis was subsequently performed using downregulated genes in *Ikzf3^N159S/N159S^* B and T cells. GO analysis indicated that the downregulated genes were enriched in lymphocyte activation, differentiation, and proliferation, leukocyte migration, and cell adhesion (**Figure 6B**). 

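Of the 12117 genes tested in T cells, 637 were DEGs between *Ikzf3 N159S/N159S* and *Ikzf3+/+*, with 257 lower and 380 higher in *Ikzf3 N159S/N159S*. In 88 of the lower and 170 of the higher DEGs the change was at least 2-fold. The median log2 fold change was −0.76 in the lower and 0.93 in the higher DEGs. Simulated libraries without any change gave on average 1.4 DEGs in 30 draws. These draws used the spread that edgeR fitted to these libraries and drew each gene independently. They therefore do not measure the false calls among the 637. edgeR's exact test in place of the quasi-likelihood test gave 1057 DEGs, including all 637, and a term for the split of the libraries by genes detected (a block with 1 library of each genotype on each side), chosen after seeing the data, gave 1756, including all 637. At an FDR under 0.01, 257 DEGs were left. The largest falls among DEGs with a mean log2 CPM of at least 1 were those of *Fcer2a*, *Eya2*, *Dntt*, *Nav2* and *Nacc2*. *Nacc2*, on chromosome 2 from 26055535 to 26122811, fell from a normalized count of 597 ± 31.6 (SD, n = 2) in *Ikzf3+/+* to 31.9 ± 4.49 (SD, n = 2) in *Ikzf3 N159S/N159S*, a log2 fold change of −4.24 (standard error 0.19, FDR = 9.5e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Eya2* fell from 338 ± 68.2 (SD, n = 2) to 14.0 ± 1.17 (SD, n = 2), a log2 fold change of −4.58 (standard error 0.28, FDR = 8.1e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fcer2a* is also a B cell marker, and its *Ikzf3+/+* libraries had normalized counts of 116 and 211. The GO enrichment was not computed here.

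**Figure D2:**
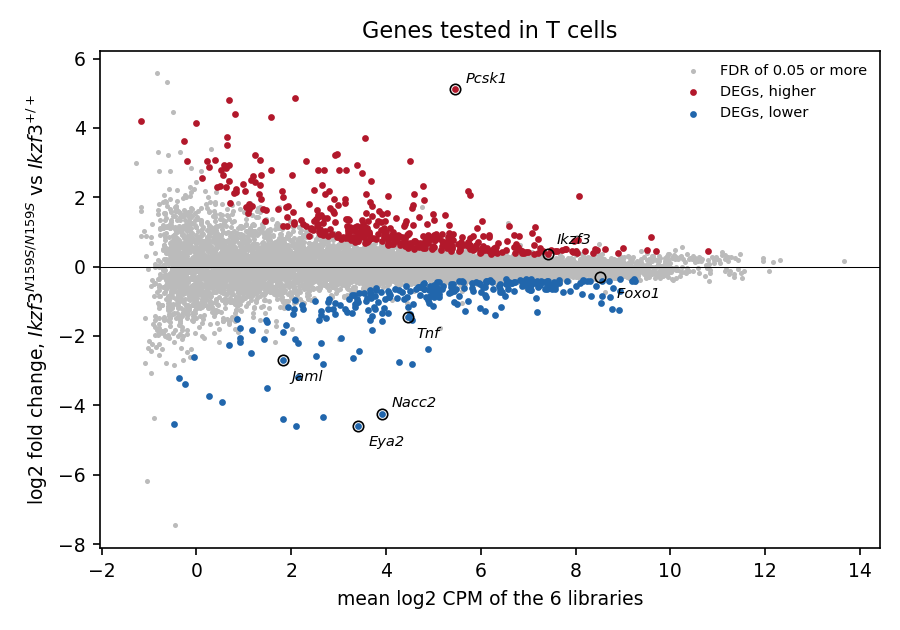
Log2 fold change between *Ikzf3 N159S/N159S* and *Ikzf3+/+* T cells against the mean log2 CPM of the 6 libraries, for the 12117 tested genes. Red points are the 380 higher DEGs, blue points the 257 lower DEGs and grey points the other genes, and circled genes are labelled.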

In the heat map, we defined the downregulated genes of leukocyte migration in *Ikzf3^N159S/N159S^* B cells, showing an intermediate phenotype in *Ikzf3^+/N159S^* B cells between WT and homo B cells in terms of gene expression (**Figure 6C**). 

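The 16 leukocyte migration genes of Fig. 6D were compared between T cells of the 3 genotypes. All 16 had a lower mean in *Ikzf3 N159S/N159S* than in *Ikzf3+/+* T cells, and in all 16 both *Ikzf3 N159S/N159S* libraries lay below both *Ikzf3+/+* libraries, against 16.7% of genes by chance. Over all tested genes, 12 of the 16 were lower DEGs in *Ikzf3 N159S/N159S* T cells, and 16 when adjusted over the list alone. The paper chose the list as lower in these libraries, so none of these counts is independent evidence. The remaining 4, *Cnr2*, *Lyst*, *Crtam* and *Mdk*, had FDRs from 0.0512 to 0.0606 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their calls changed with the settings, and 11 to 16 of the genes were called under 10 alternatives. The likelihood ratio test and the exact test called all 16. The log2 fold changes ran from −2.70 (*Jaml*) to −0.41 (*F2rl1*), with a median of −0.81. *Tnf* had normalized counts of 471 ± 29.9 in *Ikzf3+/+*, 351 ± 4.67 in *Ikzf3 +/N159S* and 171 ± 0.865 in *Ikzf3 N159S/N159S* T cells (SD, n = 2), with a log2 fold change of −1.46 in *Ikzf3 N159S/N159S* (standard error 0.14, FDR = 0.000131, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Ikzf3 +/N159S* T cells, 14 of the 16 genes were lower than in *Ikzf3+/+*, and 5 of these were DEGs. The *Ikzf3 +/N159S* mean lay between the other means in 11 genes. It lay above *Ikzf3+/+* for *Cd24a* and *Cnr2* and below *Ikzf3 N159S/N159S* for *Lbp*, *Lyst* and *F2rl1*. *Cd24a* had normalized counts of 95.1 and 110 in *Ikzf3+/+*, 85.7 and 170 in *Ikzf3 +/N159S*, and 34.0 and 37.3 in *Ikzf3 N159S/N159S* T cells, so that its *Ikzf3 +/N159S* mean rose above *Ikzf3+/+* through *Ikzf3 +/N159S* replicate 2 only. Its log2 fold change in *Ikzf3 +/N159S* was 0.30 (standard error 0.29, FDR = 0.663, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cnr2* had normalized counts of 293 and 287 in *Ikzf3+/+*, 366 and 328 in *Ikzf3 +/N159S*, and 210 and 177 in *Ikzf3 N159S/N159S* T cells, and its log2 fold change in *Ikzf3 +/N159S* was 0.26 (standard error 0.14, FDR = 0.403, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). B cell marker transcripts were also higher in the *Ikzf3 +/N159S* libraries, with *Cd74* at 192 and 334 CPM against 67.4 and 96.5 CPM in *Ikzf3+/+*. The *Ikzf3+/+* counts of *Lbp* were 116 and 368, and its log2 fold change in *Ikzf3 N159S/N159S* of −2.04 (standard error 0.40, FDR = 0.0124, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) became −1.20 without *Ikzf3+/+* replicate 2.

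**Figure D3:**
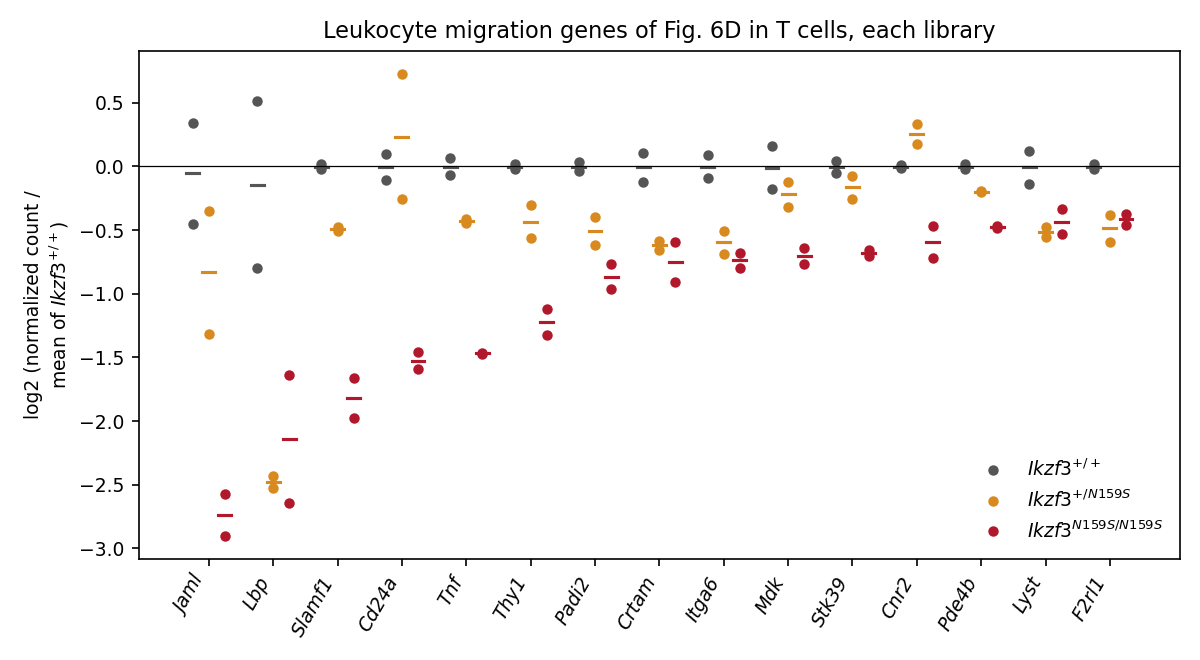
Normalized counts of 15 leukocyte migration genes of Fig. 6D in each T cell library, as log2 of the ratio to the mean of the *Ikzf3+/+* libraries. Points are libraries (n = 2 per genotype) and bars are the means of the log2 ratios. Both *Ikzf3 N159S/N159S* libraries lie below both *Ikzf3+/+* libraries in the 15 genes shown.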

In *Ikzf3^+/N159S^* T cells, most of genes in the leukocyte migration term also showed an intermediate phenotype, except for *CD24a* and *Cnr2* genes (**Figure 6D**). This observation provides evidence of the gene dosage effect of the Aiolos^N159S^ variant on transcriptional dysregulation. 

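Across all 637 DEGs between *Ikzf3 N159S/N159S* and *Ikzf3+/+* T cells, the mean of *Ikzf3 +/N159S* T cells lay between the other means in 586 (92.0%), of which 232 were lower and 354 higher in *Ikzf3 N159S/N159S*. With 1 *Ikzf3 +/N159S* library left out, the share was 87.6% (without replicate 1) and 88.7% (without replicate 2). In 30 simulated draws each, the share was 66.2% (64.0 to 69.6%) with *Ikzf3 +/N159S* set equal to *Ikzf3+/+*, 66.5% (65.0 to 68.5%) with *Ikzf3 +/N159S* set equal to *Ikzf3 N159S/N159S*, and 95.5% (94.6 to 96.6%) with *Ikzf3 +/N159S* set midway between them. The median DEG showed 0.542 of the *Ikzf3 N159S/N159S* change in *Ikzf3 +/N159S* T cells. In the comparison of *Ikzf3 +/N159S* with *Ikzf3+/+* T cells there were 212 DEGs, 73 lower and 139 higher, with 8 on chromosome X and 4 on chromosome Y. Both comparisons shared 115 DEGs, and 111 of these changed in the same direction. In the simulated draws they shared on average 0.8 DEGs (0 to 4) with *Ikzf3 +/N159S* set equal to *Ikzf3+/+*. They shared 152.1 (116 to 187) with *Ikzf3 +/N159S* set midway and 1050 (973 to 1110) with it set equal to *Ikzf3 N159S/N159S*. A departure of *Ikzf3 +/N159S* from the midpoint of the other genotypes was past an FDR of 0.05 in 125 genes, 100 above and 25 below it, and 16 of the 125 were DEGs between *Ikzf3 N159S/N159S* and *Ikzf3+/+*. Among the 16 leukocyte migration genes, 0 departed from the midpoint over all tested genes, 8 did so at an unadjusted p under 0.05, and 7 when adjusted over the list alone. In simulated draws, 8.47 of these 16 genes (4 to 13) lay between the other genotypes with *Ikzf3 +/N159S* set equal to *Ikzf3+/+*, 7.77 (4 to 10) with *Ikzf3 +/N159S* set equal to *Ikzf3 N159S/N159S*, and 15.2 (14 to 16) with *Ikzf3 +/N159S* set midway. The 11 genes that lay between the other genotypes showed 0.240 (*Stk39*) to 0.826 (*Crtam*) of the *Ikzf3 N159S/N159S* change.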

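Of the 24 chemokine receptor genes annotated in the T cell panel of Fig. S6, 14 passed the filter on low counts, and the other 10 had at most 10 reads in any T cell library and were not tested. *Cxcr1*, on chromosome 1 from 74191785 to 74194708, had 16 and 23 reads in *Ikzf3+/+*, 38 and 48 in *Ikzf3 +/N159S*, and 84 and 98 in *Ikzf3 N159S/N159S* T cells. Its normalized count was 21.9 ± 1.83 (SD, n = 2) in *Ikzf3+/+* and 90.3 ± 24.3 (SD, n = 2) in *Ikzf3 N159S/N159S*, a log2 fold change of 2.01 (standard error 0.35, FDR = 0.00655, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change was between 1.74 and 2.28. In *Ikzf3 +/N159S* T cells it was 0.85 (standard error 0.40, FDR = 0.327, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all tested genes, none of the other 13 receptor genes was past the threshold, and 5 of the 14 had an unadjusted p under 0.05. Of these 13, 9 were lower and 4 higher in *Ikzf3 N159S/N159S*. *Cxcr6* had the lowest FDR of the 13, with 23 and 34 reads in *Ikzf3+/+* and 15 and 9 in *Ikzf3 N159S/N159S*, a log2 fold change of −1.46 (standard error 0.44, FDR = 0.0935, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, *Cxcr1* (FDR = 0.00154), *Cxcr6* and *Cxcr4* (FDR = 0.0420 each, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were past the threshold, the last 2 lower in *Ikzf3 N159S/N159S*. The likelihood ratio test called 3 of the genes, the exact test 2 and a term for the split of the libraries by genes detected (a block with 1 library of each genotype on each side), chosen after seeing the data, 4, with *Cxcr1* higher in each and the others lower. *Ccr7* had normalized counts of 6153 ± 106 (SD, n = 2) in *Ikzf3+/+* and 5841 ± 377 (SD, n = 2) in *Ikzf3 N159S/N159S*, a log2 fold change of −0.075 (standard error 0.095, FDR = 0.751, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

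**Figure D4:**
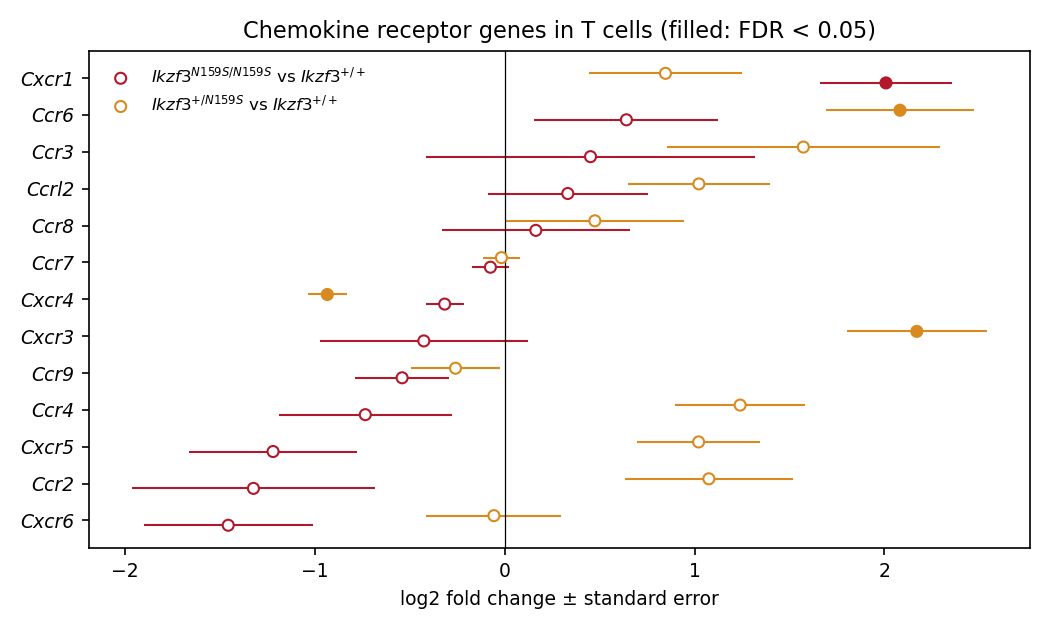
Log2 fold changes of 13 tested chemokine receptor genes in *Ikzf3 N159S/N159S* (red) and *Ikzf3 +/N159S* (orange) against *Ikzf3+/+* T cells. Points are estimates from 2 libraries per genotype, bars are standard errors and filled points have an FDR under 0.05. *Cxcr1*, at 2.01, is the only filled point of the *Ikzf3 N159S/N159S* comparison.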

We also examined our RNA-seq data for expression of genes encoding chemokine receptors and found that some chemokine receptors *Ccr6*, *Ccr7*, *Ackr2* and *Ccr1* were downregulated in *Ikzf3^N159S/N159S^* B cells, while only *Cxcr1* showed a minimal increased expression of *Ikzf3^N159S/N159S^* T cells (**Figure S6**).

**Figure 6:**
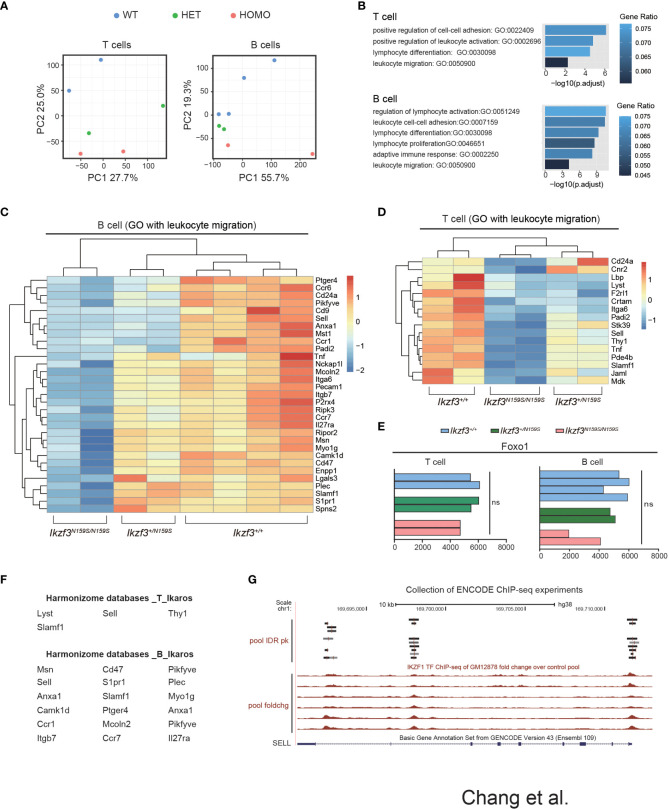
Dysregulated genes by Aiolos^N159S^ revealed by transcriptome analyses. **(A)** Principal component analysis (PCA) of the T and B cells transcriptomes from *Ikzf3^+/+^*, *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice (n = 2 or 4 per genotype). **(B)** GO analysis of downregulated genes in *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* T and B cells, compared to *Ikzf3^+/+^* controls, with FDR <0.05. Adjusted p values are presented for each GO term. Colors indicate ratio of number of downregulated genes within total number of genes included for each GO term. **(C, D)** Z-score heat maps of downregulated genes in *Ikzf3^N159S/N159S^* B cells **(C)** and T cells (**D**), with the GO term of leukocyte migration included. **(E)** Read counts of Foxo1 in RNA-seq are shown. **(F)** Putative IKZF1 target genes, abstracted by Harmonizome database among the downregulated genes in *Ikzf3^N159S/N159S^* B and T cells. **(G)** UCSC Genome Browser track view of IKAROS ChIP-seq performed in GM12878 cell line (B-lymphocyte) in the ENCODE project, showing the binding by IKAROS around the *SELL* gene. Pool IDR pk is IKZF1 ChIP-seq of GM12878 irreproducible discovery rate (IDR) thresholded peaks pool. Pool foldchg is IKZF1 ChIP-seq of GM12878 fold change over control pool.

While CD62L expression in CD4^+^ T cells was not reduced by Aiolos deficiency (50), loss of Ikaros function led to reduced CD62L expression in naïve T cells due to low Foxo1 expression (51). However, Foxo1 expression was not reduced in B or T cells by the *Ikzf3^N159S^* mutation (**Figure 6E**). 

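In T cells, *Foxo1*, on chromosome 3 from 52268337 to 52350109, had 4832 and 5473 reads in *Ikzf3+/+*, 6269 and 6364 in *Ikzf3 +/N159S*, and 5434 and 4348 in *Ikzf3 N159S/N159S*. Its normalized count was 5862 ± 495 (SD, n = 2) in *Ikzf3+/+*, 5837 ± 422 (SD, n = 2) in *Ikzf3 +/N159S* and 4751 ± 24.7 (SD, n = 2) in *Ikzf3 N159S/N159S* T cells. The log2 fold change in *Ikzf3 N159S/N159S* was −0.30 (standard error 0.10, FDR = 0.124, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an unadjusted p of 0.0115 from that quasi-likelihood test. Both *Ikzf3 N159S/N159S* libraries lay below both *Ikzf3+/+* libraries. The log2 fold change in *Ikzf3 +/N159S* was −0.0059 (standard error 0.10, FDR = 0.985, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the 10 alternatives chosen before the data were examined, the FDR in *Ikzf3 N159S/N159S* was between 0.0865 and 0.265. A term for the split of the libraries by genes detected (a block with 1 library of each genotype on each side), chosen after seeing the data, left the fold change at −0.30 and gave an FDR of 0.00547 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change was between −0.38 and −0.21.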

We have shown that another murine Aiolos variant, Aiolos^G158R^, which has a G to R replacement next to the N159 residue, interferes with Ikaros function (16). To explore the possibility that the genes downregulated by Aiolos^N159S^ were correlated with Ikaros function, we utilized the Harmonizome databases, which is a collection of processed datasets gathered to serve and mine knowledge about genes and proteins from over 70 major online resources (31). Although the Harmonizome database does not have sufficient datasets to predict IKZF3/AIOLOS target genes, IKZF1/IKAROS target genes can be predicted using chromatin immunoprecipitation sequencing (ChIP-seq) datasets of IKZF1 from the ENCODE Transcription Factor Targets datasets. 

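Of the T cell genes of Fig. 6F, *Thy1*, on chromosome 9 from 44043384 to 44048579, had normalized counts of 9072 ± 152 in *Ikzf3+/+*, 6746 ± 847 in *Ikzf3 +/N159S* and 3891 ± 390 in *Ikzf3 N159S/N159S* T cells (SD, n = 2), and a log2 fold change of −1.22 in *Ikzf3 N159S/N159S* (standard error 0.11, FDR = 0.000141, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slamf1*, on chromosome 1 from 171767131 to 171801184, had 291 ± 6.64, 207 ± 2.99 and 83.1 ± 12.8 normalized counts in the same order (SD, n = 2), and a log2 fold change of −1.82 in *Ikzf3 N159S/N159S* (standard error 0.18, FDR = 0.000153, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lyst*, on chromosome 13 from 13590311 to 13778803, had 2888 ± 370, 2025 ± 80.5 and 2144 ± 204 normalized counts (SD, n = 2), and a log2 fold change of −0.43 in *Ikzf3 N159S/N159S* (standard error 0.11, FDR = 0.0512, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Lyst* 6 of 10 alternatives gave an FDR under 0.05, and the range was 0.0139 to 0.0872. A term for the split of the libraries by genes detected (a block with 1 library of each genotype on each side), chosen after seeing the data, gave an FDR of 0.000256 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ChIP-seq data were not used here.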

Our analyses of 16 and 31 dysregulated genes in T and B cells, respectively, found that four genes in T cells and more than half of the genes in B cells were associated with IKAROS protein binding (**Figure 6F**). The genome browser track of the ENCODE IKAROS ChIP-seq datasets in the human B cell line showed potential binding of IKAROS to the *SELL* locus encoding CD62L (**Figure 6G**). Thus, transcriptome analyses suggested that the downregulation of some genes by the Aiolos^N159S^ variant was caused by impaired Ikaros function.

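*Ikzf1*, which encodes Ikaros, had a normalized count of 15350 ± 852 (SD, n = 2) in *Ikzf3+/+*, 12150 ± 217 (SD, n = 2) in *Ikzf3 +/N159S* and 12260 ± 554 (SD, n = 2) in *Ikzf3 N159S/N159S* T cells. Its log2 fold change was −0.32 in *Ikzf3 N159S/N159S* (standard error 0.10, FDR = 0.0957, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.34 in *Ikzf3 +/N159S* (standard error 0.10, FDR = 0.123, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Ikzf3 N159S/N159S*, 2 of 10 alternatives gave an FDR under 0.05, DESeq2 (FDR = 0.0266) and edgeR's likelihood ratio test (FDR = 0.0446), each with Benjamini-Hochberg adjustment, within a range of 0.0266 to 0.178. A term for the split of the libraries by genes detected (a block with 1 library of each genotype on each side), chosen after seeing the data, left the fold change at −0.32 and gave an FDR of 0.00350 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the lower expression in *Ikzf3 N159S/N159S* B and T cells, and from the IKAROS binding listed in the databases for the genes of Fig. 6F, the paper proposes that the variant lowered the expression of some genes by impairing Ikaros function.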

### Overexpression of Ikaros restored CD62L expression on Aiolos^N159S/N159S^ B cells

Given the gene dosage-dependent effect of *Ikzf3^N159S^* on CD62L expression, when low CD62L expression was caused by the interference of Ikaros by Aiolos^N159S^, an increase in the ratio of Ikaros to Aiolos^N159S^ may overcome the dominant effect of the Aiolos^N159S^ variant. To test this possibility, we constructed a retroviral vector encoding either Ikaros with a DsRed marker or Aiolos with a GFP marker. After confirming the presence of Ikaros and Aiolos proteins in the packaging cell line Plat-E by western blotting (WB) (**Figure 7A**), we transduced splenic *Ikzf3^+/+^* and *Ikzf3^N159S/N159S^* B cells by retroviral transduction. Induction with Ikaros significantly increased the frequency of the CD62L^+^ population in *Ikzf3^+/+^* cells. However, Aiolos transduction decreased CD62L expression compared to the empty vector (EV) (**Figures 7B, C**). Importantly, CD62L expression in Ikaros transduced (DsRED^+^) *Ikzf3^N159S/N159S^* B cells was partially restored to approximately 20% (**Figures 7B, C**), although the CD62L expression remained lost after Aiolos transduction. These findings support the hypothesis that Aiolos^N159S^ interferes with Ikaros function, at least in the transcriptional regulating of CD62L expression.

**Figure 7:**
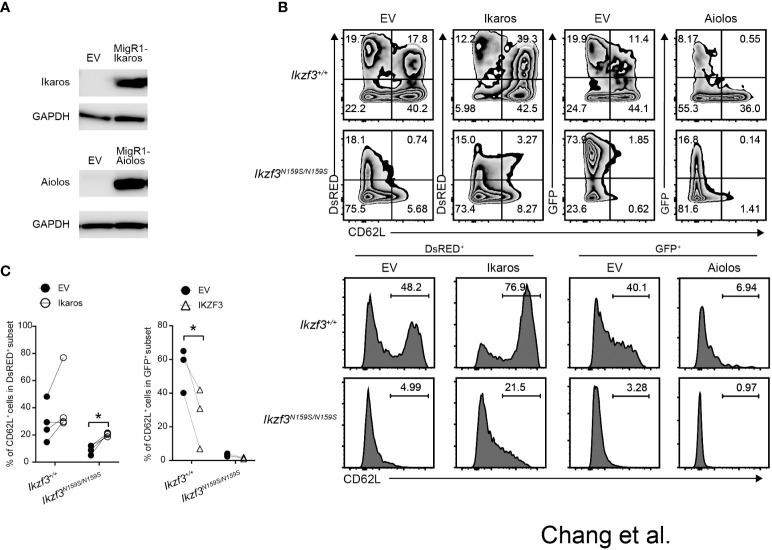
Overexpression of Ikaros restored CD62L expression in *Ikzf3^N159S/N159S^* B cells. **(A)** Immunoblot showing expression of Ikaros and Aiolos protein in packaging Plate E cell line transfected with empty vector (EV), pMigR1-Ikaros or pMigR1-Aiolos vector. **(B)** Zebra plots showing CD62L expression of retrovirally transduced *Ikzf3^+/+^* and *Ikzf3^N159S/N159S^* B cells. DsRED and GFP fluorescent marker expression indicate Ikaros and Aiolos expression, respectively. Lower histograms showing CD62L expression on DsRED^+^ or GFP^+^ transduced cells. Numerical values in each histogram indicate percentages of each region. **(C)** Graphs show the percentage of CD62L^+^ in DsRED^+^ or GFP^+^ subset. Each circle represents data from one experiment. Data are presented as the mean ± SD, n = 3 per group. Student’ s unpaired, two-tailed t test). * P < 0.05.

## Discussion

We have previously reported that the patient’s family carrying the heterozygous IKZF3 (c.479 A>G, p.N160S) variant showed impaired T and B cell development (27). A mouse model carrying *Ikzf3^N159S^* mutant allele corresponding to N160S in human AIOLOS showed a similar abnormal immune phenotype in B and T cells, confirming that the I*KZF3^N160S^* is the causal variant of the immune-deficient phenotype in these patients (27). In this study, we investigated the homing capacity of *Ikzf3^N159S/N159S^* lymphocytes and the mechanisms underlying low CD62L expression. Although our previous analyses did not reveal any dominant negative effects on IKAROS by AIOLOS^N160S^ in terms of *in vitro* DNA binding and pericentromeric targeting in the cell line in previous analyses (27), this study revealed that some phenotypes, such as impaired CD62L expression observed in the *Ikzf3^N159S^* mouse model, were probably caused by hijacking of Ikaros function by the Aiolos^N159S^ variant.

Currently, the regulation of the *Sell* gene encoding CD62L remains elusive. Thereby, little is known about how the IKZF family proteins are involved in *Sell* gene regulation. Indu et al. reported that the dominant negative form (IK7) of the Ikaros protein, which lacks the N-terminal DNA-binding ZFs but retains the C-terminal dimerization zinc fingers, disturbs the CD62L expression (52). This suggests that Ik7 Ikaros possibly interferes with *wild-type* (wt) Ikaros protein function necessary for activating *Sell* gene (52). It is conceivable that Ik7 Ikaros influences the binding of Ikzf1 to the regulatory sequences of the *Sell* gene. In this study, we found that two regions in the *SELL* locus are bound by IKAROS in a human B cell line, suggesting that IKAROS directly activates the *SELL* gene. Future studies are required to elucidate the function of these IKAROS-bound regions. In contrast to Ikaros, there have been no reports demonstrating the involvement of Aiolos in CD62L expression. Aiolos-deficient mice showed normal CD62L expression in CD4^+^ T cells (50). Therefore, the Aiolos^N159S^ variant downregulates CD62L expression by interfering with protein functions other than those of Aiolos. Yamashita et al. reported that the Aiolos^G159R^ variant interferes with Ikaros function, causing developmental inhibition of B cells at an early stage in a gene dose-dependent manner (16). Although Aiolos^G159R^ can alter the nuclear localization pattern of Ikaros and *in vitro* binding to the canonical Ikaros site (16), AIOLOS^N159S^ variant did not show such a capacity (27). However, the analyses in this study revealed that some phenotypes observed in *Ikzf3^N159S/N159S^* mice could be caused by interference with Ikaros function. For instance, our RNA-Seq of splenic B and T cells revealed that genes downregulated genes by Aiolos^N159S^ variant included putative targets of Ikaros, such as *Sell*, at least according to the Harmonizome databases. In addition, excessive exogenous Ikaros expression in Aiolos^N159S/N159S^ B cells restored CD62L expression. These findings indicate that the low CD62L expression caused by Aiolos^N159S^ is affected by disruption of Ikaros function. Further elucidation of how Ikaros regulates *Sell* should be conducted in future studies. To date, no IKZF protein variant, other than *Ikzf3^G158R^* and *Ikzf3^N159S^*, has been shown to interfere with other IKZF family members. Interestingly, *IKZF1^N159S^* and recently reported immunodeficiency and multiple system anomalies-causing *IKZF2^G153R^* variants were shown to act dominant-negative against *IKZF1* and *IKZF2*, respectively (15, 53). Thus, it is possible that these pathogenic variants also act against other IKZF proteins, and interference of other IKZF proteins may be partially responsible for the pathogenesis of immunodeficiency caused by these variants.

Parul et al. proposed that the decreased expression of *Sell* due to Ikaros deficiency is mediated by the reduced expression of Foxo1 (51). Although Ikaros transduction of Ikaros-null CD4^+^ T cells upregulated Foxo1 level, CD62L expression remained low. However, Foxo1 transduction increased the expression of CD62L. Parul et al. discussed that increased Ikaros expression might interfere with Foxo1’s ability to activate the *Sell* locus (51). In contrast, in *Ikzf3^N159S/N159S^* B and T cells, Foxo1 level were not reduced, and the transduction of Ikaros into *Ikzf3^N159S/N159S^* B cells partially restored CD62L expression. This discrepancy between Ikaros-null and *Ikzf3^N159S/N159S^* cells suggests that the mechanisms underlying CD62L reduction are different. Further studies are required to address this issue. In contrast to Ikaros, overexpression of *wild-type* Aiolos over endogenous Ikaros inhibited CD62L expression. It is conceivable that excess Aiolos occupies the Ikaros-bound regions in the *Sell* locus. In this case, *Sell* gene was not activated by Aiolos, suggesting that there must be a functional difference between Ikaros and Aiolos in term of the activating of the *Sell* gene after binding to DNA. Both Ikaros and Aiolos are expressed in primary murine lymphocytes; however, the expression level of Aiolos^N159S^ was slightly higher than that of *wt* Aiolos (27). Therefore, it is possible that high amounts of Aiolos^N159S^ cause low CD62L expression, rather than functional differences between Aiolos and Aiolos^N159S^. Interestingly, one among four patients harboring the same N-to-S substitution in the IKZF1/IKAROS protein (*IKZF1^N159S^* variant) showed low CD62L expression (15). Therefore, we speculate that the N to S substitution alters Aiolos function and make Aiolos^N159S^ variant to function as a dominant negative, at least in *Sell* gene regulation.

In mice harboring the *Ikzf3^G158R^* mutation, early B cell development in the bone marrow is inhibited at the pre-Pro B to Pre-B transition, at least in part, by interference with Ikaros function (16). In contrast, early B cell development was mostly normal in *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice, with an increased and decreased frequency of recirculating mature B cells in *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice, respectively. As Aiolos-deficient mice show a decrease in mature recirculating B cells in the bone marrow (25), the reduction in recirculating B cells in *Ikzf3^N159S/N159S^* mice likely stems from the loss of Aiolos function due to N159S replacement. Similar to recirculating B cells, the frequency of the peritoneal B2 cells was significantly increased in heterozygous mice, while it was decreased in homozygous mice. Thus, as far as these two types of B cells are concerned, *Ikzf3^+/N159S^* and *Ikzf3^N159S/N159S^* mice showed divergent phenotypes. Currently, the mechanisms causing this divergent and cell-specific phenotypes caused by *Ikzf3^N159S^* variant are not yet characterized and need further studies. In addition to the reduction in the splenic B220^+^ population, which consisted mainly of B2 cells, this study revealed that CD5^+^ B1a cells in the peritoneal cavity were nearly lost in *Ikzf3^N159S/N159S^* mice. Given the decrease in the B2/B1 ratio, the loss of CD5^+^ B1a cells likely stems from the developmental inhibition of B1a cells, although our results do not formally exclude the possibility that this is caused by the loss of CD5 expression from B1a cells. A previous study has shown that peritoneal B1a cells are severely reduced in Aiolos-deficient mice (25). In contrast, Ikaros-deficiency increases the number of B1 cells, suggesting a negative role in B1 cell development and function (54, 55). Thus, Ikaros and Aiolos function differently in regulating B1 cell development, suggesting that the loss of CD5^+^ B1a cells in *Ikzf3^N159S/N159S^* mice is likely caused by the loss of Aiolos function. In contrast, CD23 expression in follicular B cells was reduced in Ikaros-deficient mice (54, 56), whereas follicular B cells retained CD23 expression in Aiolos-deficient mice (25). Thus, the loss of CD23 expression in *Ikzf3^N159S/N159S^* splenic B cells was likely caused by the disruption of Ikaros function by Aiolos^N159S^ variant.

The migration of lymphocytes into tissues, a process referred to as lymphocyte homing, is regulated by several molecules. L-selectin (CD62L), which is encoded by *Sell* gene, is an adhesion molecule that binds to ligands expressed on high endothelial venules (HEVs) and plays an important role in maximizing lymphocyte trafficking across HEV (57–60). CD62L^−/−^ lymphocytes failed to enter peripheral lymph nodes across HEV, resulting in a striking reduction in the lymphocyte cellularity in these tissues with a corresponding increase in their cellularity in spleen (57, 60, 61). L-selectin (CD62L) plays a key role in leukocyte migration into lymphoid tissues *via* the regulation of leukocyte rolling and entry into tissues (62). CD62L expression in *Ikzf3^N159S/N159S^* T and B cells was low, and BM chimera experiments showed that those *Ikzf3^N159S/N159S^* cells were outcompeted by control cells, particularly in LNs. These observations suggested that the homing abilities of *Ikzf3^N159S/N159S^* B and T cells were reduced. Indeed, the homing assay confirmed that the ability to enter LNs was weaker in *Ikzf3^N159S/N159S^* B cells than control cells. Unexpectedly, *Ikzf3^N159S/N159S^* cells were nearly undetectable in the bloodstream after injection. In *Ikzf3^N159S/N159S^* mice, the reduction in B cell frequency declined more in the peripheral blood than in the spleen (27). Thus, the reduction of circulating lymphocytes by Aiolos^N159S^ is mediated in part by intrinsic defect in staying in the bloodstream, although the underlying molecular mechanisms for this defect in *Ikzf3^N159S/N159S^* cells are unclear. RNA-seq of B cells detected a decrease in mRNAs-encoding molecules related to cell migration, such as Ccr1, Ccr7 and Slamf1, in *Ikzf3^N159S/N159S^* cells. It is possible that the reduction in these molecules is involved in the decreased frequency of *Ikzf3^N159S/N159S^* cells in the bloodstream. However, these factors are not primarily involved in the low homing capacity of *Ikzf3^N159S/N159S^* cells. Compared to the input *Ikzf3^N159S/N159S^* cells, the frequency of CD62L^+^ cells as well as CD62L expression level were higher in cells that migrated to LNs. This selective enrichment of CD62L^+^ cells in LNs not only confirms the importance of CD62L for lymphocyte homing but also indicates that *Ikzf3^N159S/N159S^* cells retain their homing capacity to LNs once sufficient levels of CD62L are expressed. Therefore, the reduced homing capacity of *Ikzf3^N159S/N159S^* cells is likely attributable to low CD62L expression, although our results did not formally exclude the involvement of other down-regulated molecules for impaired migration capacity of *Ikzf3^N159S/N159S^* cells.

In summary, using a mouse model, we found that *Ikzf3^N159S^* inhibited B1a cell differentiation, and most of immune phenotype occurred in a cell-intrinsic manner. Importantly, reduced CD62L expression by the Aiolos^N159S^ variant is likely caused by hijacking of Ikaros function. The Aiolos^G158R^ variant also interferes with Ikaros function (16), however, the phenotypes caused by *Ikzf3^G158R^* and *Ikzf3^N159S^* mutations are quite different. In terms of CD23 and CD62L expression, *Ikzf3^+/N159S^* cells showed a greater reduction than *Ikzf3^+/G158R^* cells (16, 27). The in silico simulation predicted that G159R replacement pushed the second zinc finger away from DNA (16). Comparison of G159R and N160S by the same in silico simulation predicted that that the N160S mutant experiences reduced stability, higher flexibility, and reduced compactness as a result of loss of key hydrogen bond interactions between the cognate DNA (**Figure S7**). These subtle differences in interactions in the structures might serve as the causative factor for the observed phenotypic effect of the Aiolos^N159S^ mutant as compared to the Aiolos^G158R^ mutant. Thus, amino acid replacement in the residue next to each other differentially affects Aiolos function, and even though these two variants potentially interfere with Ikaros function, the different phenotypes between the two mutant mouse lines suggest that the affected Ikaros target genes should be different. It would be interesting to examine whether the phenotypes observed with *Ikzf3^G158R^* or *Ikzf3^N159S^* were retained, restored, or synergized when the two mutations were combined on one allele by generating an *Ikzf3^G158R:N159S^* mutation. ChIP-seq or interactome studies of *Ikzf3^G158R^* or *Ikzf3^N159S^* variant would be other potential approaches to study differences in molecular pathogenesis between two variants. Currently, little is known about how homo- or heterodimer formation among Ikzf family proteins is controlled, and what target genes are regulated by homo- or heterodimers. To understand the mechanisms that regulate the diversity of Ikzf protein family functions, it is important to explore how homo- or heterodimer formation is regulated.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE234649 (GEO).

## Ethics statement

The animal study was approved by Institutional Animal Care and Use Committee of RIKEN Yokohama Branch. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

JC performed experiments, analyzed data, prepared figures, and wrote the manuscript. MY analyzed the RNA-seq data. AP and KZ performed structural analyses. IT supervised the research and wrote the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Impaired tissue homing by the Ikzf3N159S variant is mediated by interfering with Ikaros function
**Source:** Front Immunol. 2023 Aug 17;14:1239779. doi: 10.3389/fimmu.2023.1239779
**Supplement:** Supplementary file 1

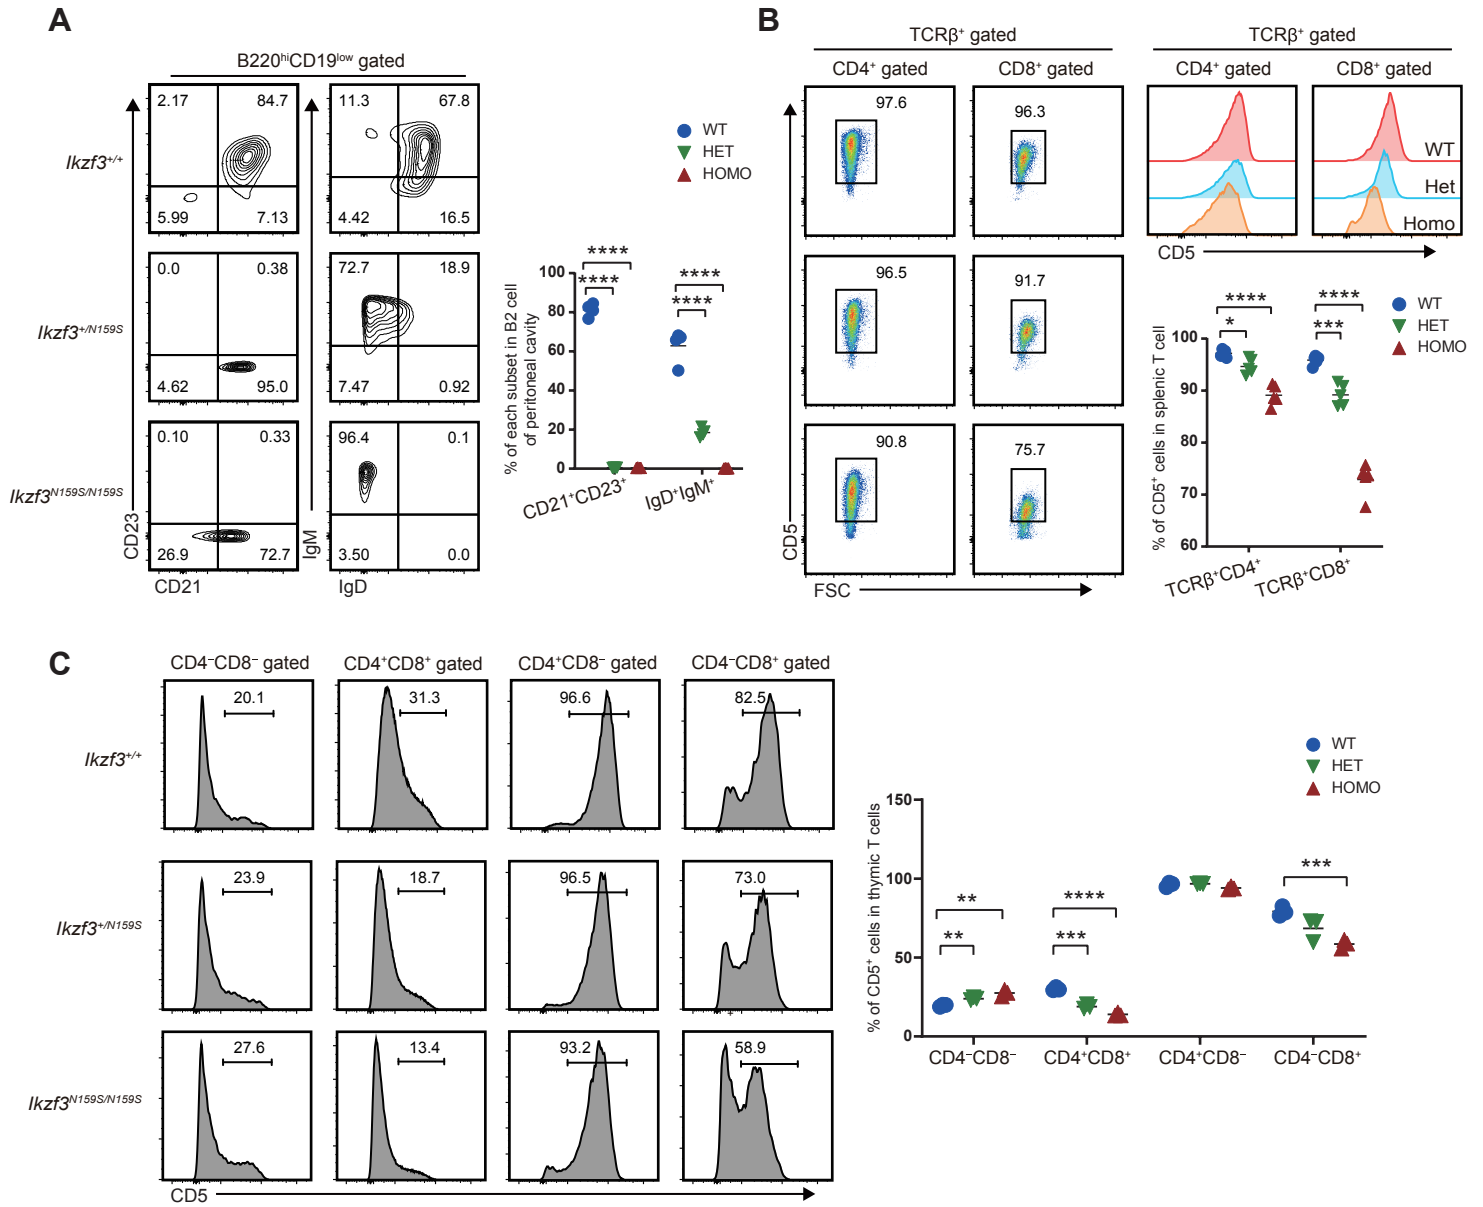

**Figure S1.** Lymphocyte phenotypes of peritoneal cavity in *Ikzf3*<sup>N159S</sup> mice. **(A)** FACS analysis of B2 (B220<sup>hi</sup>CD19<sup>low</sup>) cell population from peritoneal cavity stained for IgM, IgD, CD21 and CD23 in *Ikzf3*<sup>+/+</sup>, *Ikzf3*<sup>+/N159S</sup> and *Ikzf3*<sup>N159S/N159S</sup> mice. Frequencies of IgM<sup>+</sup>IgD<sup>+</sup> and CD21<sup>+</sup>CD23<sup>+</sup> subsets of B2 cell in peritoneal cavity are shown (n=3). Each dot represents an individual mouse. The horizontal lines indicate the mean values of at least three different mice per group. **(B)** CD5 expressions of splenic CD4<sup>+</sup> and CD8<sup>+</sup> T cells are analyzed by flow cytometry. And graph shows the frequency of CD5<sup>+</sup> cells in splenic CD4 and CD8 T cells. **(C)** CD5 expression of thymic T cells (DN CD4<sup>-</sup>CD8<sup>-</sup>, DP CD4<sup>+</sup>CD8<sup>+</sup>, CD4 SP CD4<sup>+</sup>CD8<sup>-</sup>, CD8 SP CD4<sup>-</sup>CD8<sup>+</sup>) is analyzed by flow cytometry. And graph shows the frequency of CD5<sup>+</sup> cells in thymic T cells. Statistically significant differences (Student's unpaired, two-tailed t test) between the groups are shown. \*, P < 0.05; \*\*, P < 0.01; \*\*\*, P < 0.001; \*\*\*\*, P < 0.0001.

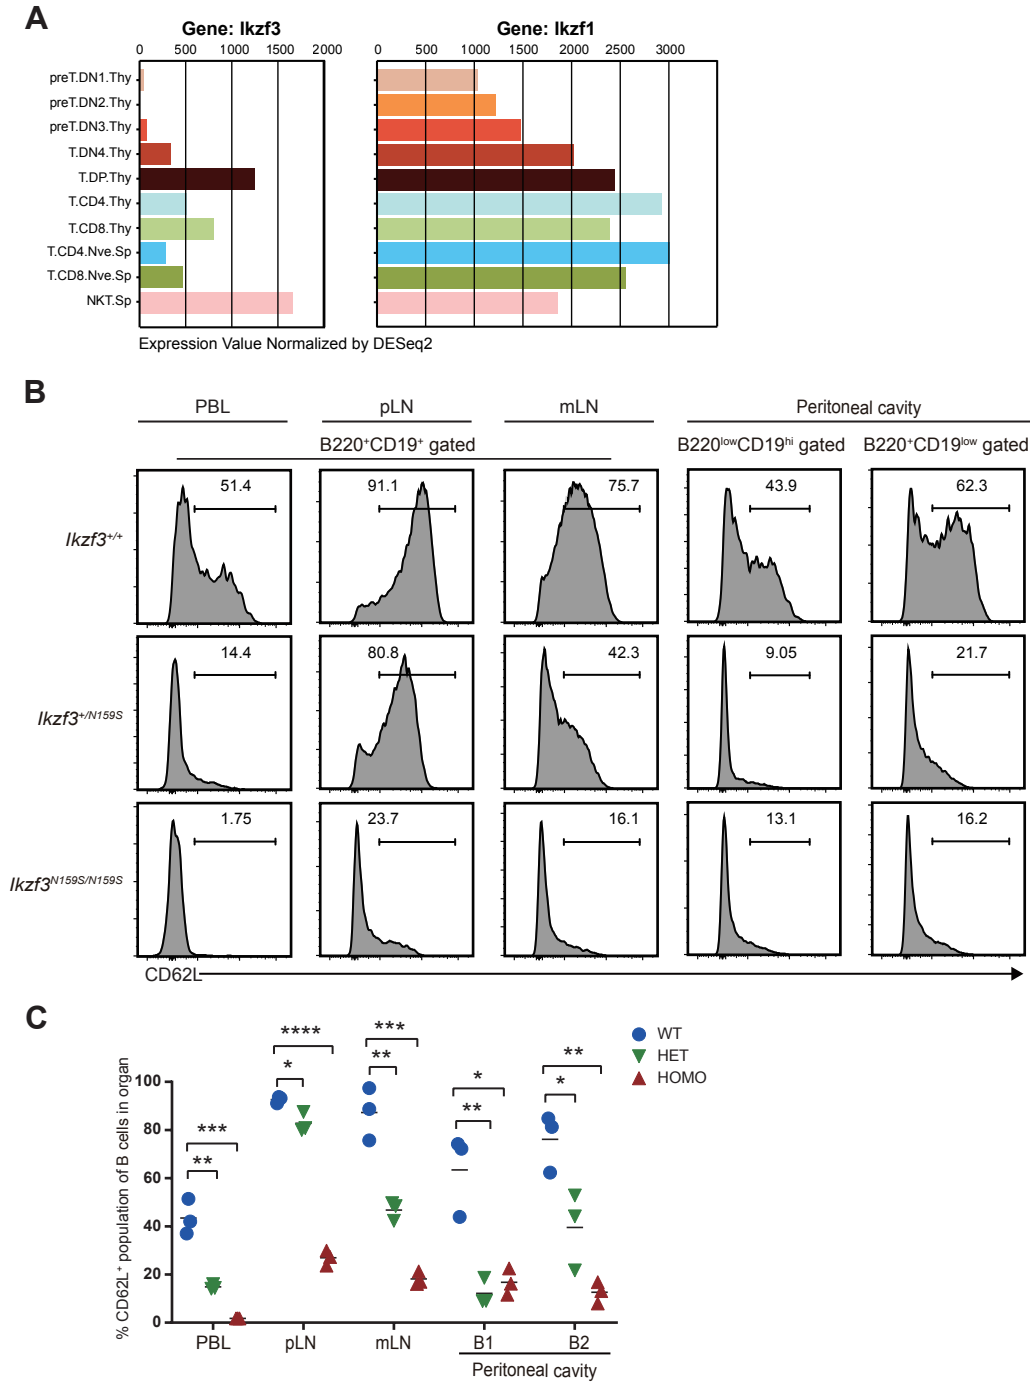

**Figure S2.** CD62L expression of B cell population in *Ikzf3*<sup>N159S</sup> mice. **(A)** Expressions Value Normalized by DESeq2 of human thymic and splenic cells are obtained from ImmGen. *Ikzf3* and *Ikzf1* gene expressions are shown in each subsets (preT.DN1.Thy, Lin<sup>+</sup>CD44<sup>hi</sup>CD117<sup>hi</sup>CD25<sup>lo</sup>; preT.DN2.Thy, Lin<sup>+</sup>CD44<sup>hi</sup>CD117<sup>hi</sup>CD25<sup>hi</sup>; preT.DN3.Thy, Lin<sup>+</sup>CD44<sup>+</sup>CD25<sup>hi</sup>; T.DN4.Thy, Lin<sup>+</sup>CD44<sup>+</sup>CD25<sup>+</sup>CD28<sup>+</sup>; T.DP.Thy, CD4<sup>+</sup>CD8<sup>+</sup>TCR $\beta$ <sup>lo</sup>CD69<sup>+</sup>Dump<sup>+</sup>; T.CD4.Thy, CD4<sup>+</sup>CD8<sup>+</sup>TCR $\beta$ <sup>hi</sup>CD24<sup>int/hi</sup>Dump<sup>+</sup>; T.CD4.Nve.Sp, CD4<sup>+</sup>CD8<sup>+</sup>TCR $\beta$ <sup>hi</sup>CD62L<sup>hi</sup>CD44<sup>lo</sup>CD25<sup>+</sup>Dump<sup>+</sup>; T.CD8.Thy, CD4<sup>+</sup>CD8<sup>+</sup>TCR $\beta$ <sup>hi</sup>CD24<sup>int/hi</sup>Dump<sup>+</sup>; T.CD8.Nve.Sp, CD4<sup>+</sup>CD8<sup>+</sup>TCR $\beta$ <sup>hi</sup>CD62L<sup>hi</sup>CD44<sup>lo</sup>CD25<sup>+</sup>Dump<sup>+</sup>; NKT.SP, TCR $\beta$ <sup>Med</sup>CD1d<sup>+</sup>). **(B)** FACS analyze the CD62L expression of B cell in peripheral blood (PBL), peripheral lymph node (pLN), mesenteric lymph node (mLN) and B1 (CD19<sup>hi</sup>B220<sup>lo</sup>), B2 (CD19<sup>lo</sup>B220<sup>hi</sup>) cell in peritoneal cavity from *Ikzf3*<sup>+/+</sup>, *Ikzf3*<sup>N159S/+</sup>, *Ikzf3*<sup>N159S/N159S</sup> mice. **(C)** Graphs show frequencies of CD62L<sup>+</sup> cell from B220<sup>+</sup>CD19<sup>+</sup> B cell (PBL, pLN and mLN), CD19<sup>lo</sup>B220<sup>hi</sup> B2 cell (peritoneal cavity) and CD19<sup>hi</sup>B220<sup>lo</sup> B1 cell (peritoneal cavity) in *Ikzf3*<sup>+/+</sup>, *Ikzf3*<sup>N159S/+</sup>, *Ikzf3*<sup>N159S/N159S</sup> mice (n=3). Each dot represents an individual mouse. The horizontal lines indicate the mean values of at least three different mice per group. Statistically significant differences (Student's unpaired, two-tailed t test) between the groups are shown. \*, P < 0.05; \*\*, P < 0.01; \*\*\*, P < 0.001; \*\*\*\*, P < 0.0001.

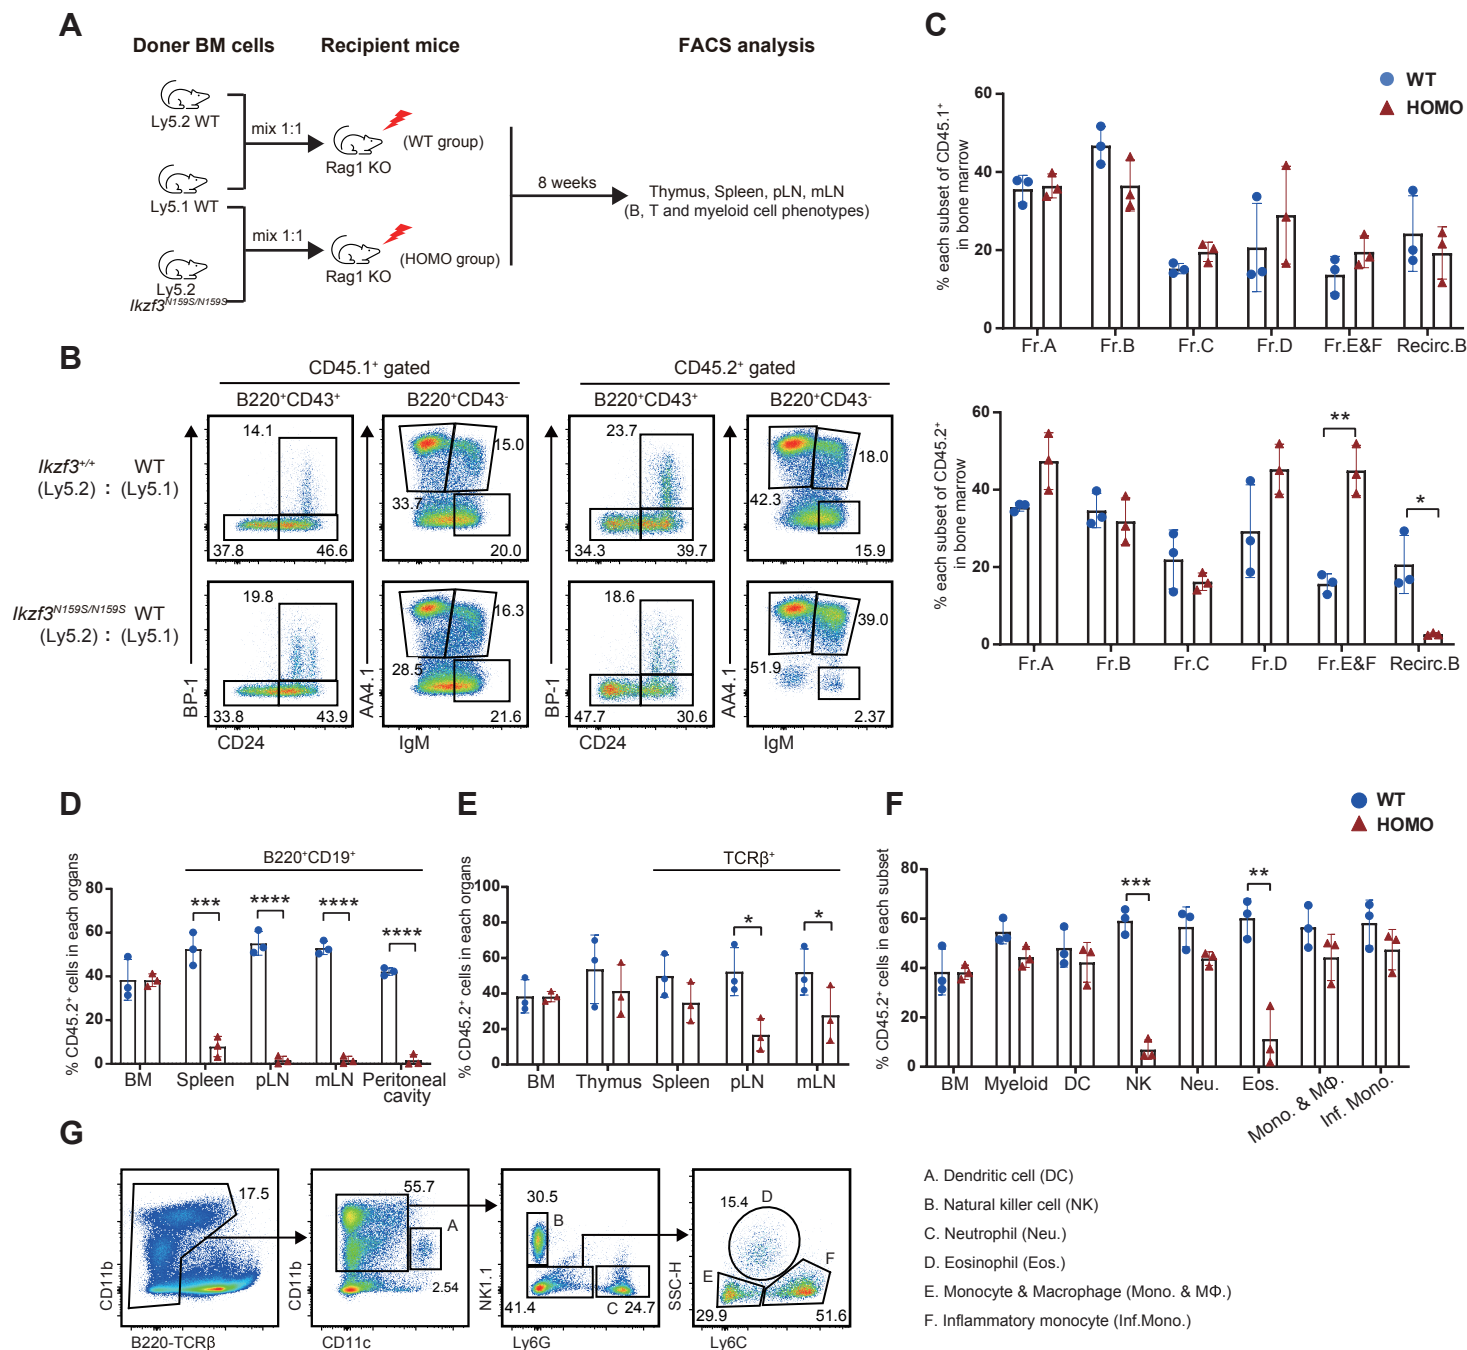

**Figure S3.** BM chimera experiment using *Ikzf3*<sup>+/+</sup> and *Ikzf3*<sup>N159S/N159S</sup> cells. (A) CD45.2<sup>+</sup> *Ikzf3*<sup>+/+</sup> or *Ikzf3*<sup>N159S/N159S</sup> BM cells were mixed with CD45.1<sup>+</sup> wild type BM at a 1:1 ratio and injected to sublethally irradiated Rag1 KO mice. More than 8 weeks after transplantation, flow cytometry analyses were performed. (B) Flow cytometric analysis of B cell progenitors' subsets in bone marrow of CD45.1<sup>+</sup> or CD45.2<sup>+</sup> subset. (C) The frequencies of each B cell progenitors' subset of CD45.1<sup>+</sup> and CD45.2<sup>+</sup> bone marrow. Each dot represents an individual mouse. Data are presented as the mean ± SD, n = 3 per group. (D) Frequencies of CD45.2<sup>+</sup> cells of total bone marrow and B220<sup>+</sup>CD19<sup>+</sup> cells in each organ from recipients. (E) The frequencies of CD45.2<sup>+</sup> cells in total bone marrow, total thymus, and T cell subset (TCRβ<sup>+</sup>) of spleen, pLN and mLN. (F) The frequencies of CD45.2<sup>+</sup> cells in total bone marrow and each splenic myeloid subset (myeloid, DC, NK, Neu., Eos., Mono. & MΦ and Inf. Mono.) in spleen. (G) Gating strategies to define myeloid cells subset, dendritic cell (B220-TCRβ<sup>-</sup>CD11b<sup>+</sup>CD11c<sup>+</sup>NK1.1<sup>-</sup>Ly6G<sup>+</sup>), eosinophil (B220-TCRβ<sup>-</sup>CD11b<sup>+</sup>CD11c<sup>+</sup>NK1.1<sup>-</sup>Ly6G<sup>-</sup>Ly6C<sup>+</sup>), Monocyte & Macrophage (B220-TCRβ<sup>-</sup>CD11b<sup>+</sup>CD11c<sup>+</sup>NK1.1<sup>-</sup>Ly6G<sup>-</sup>Ly6C<sup>-</sup>) and Inflammatory monocyte (B220-TCRβ<sup>-</sup>CD11b<sup>+</sup>CD11c<sup>+</sup>NK1.1<sup>-</sup>Ly6G<sup>-</sup>Ly6C<sup>hi</sup>). Student's unpaired, two-tailed t test), \*, P < 0.05; \*\*, P < 0.01; \*\*\*, P < 0.001; \*\*\*\*, P < 0.0001.

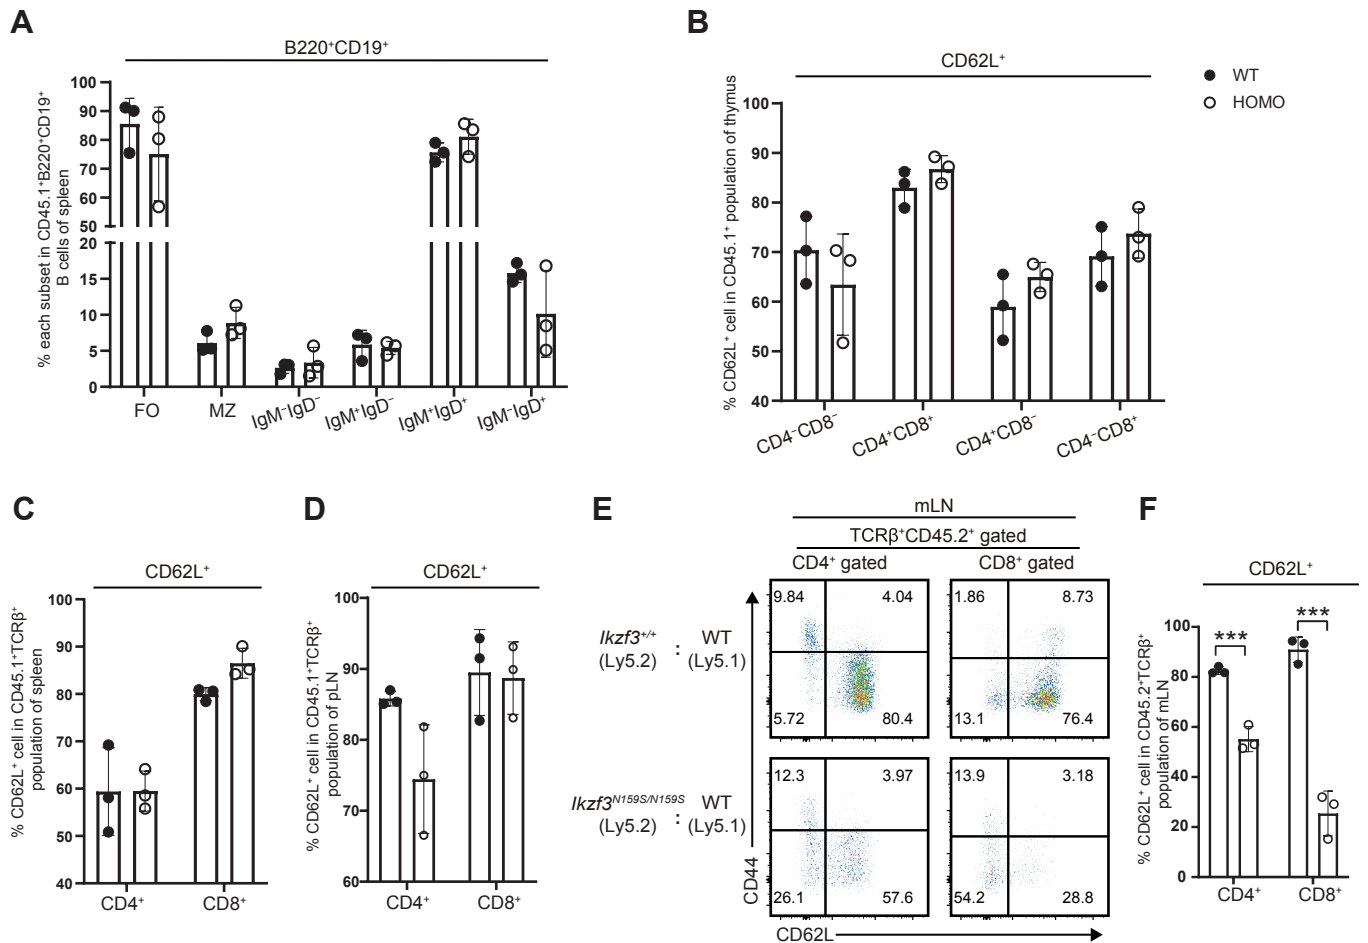

**Figure S4.** B and T cell phenotypes of CD45.1<sup>+</sup> or CD45.2<sup>+</sup> *Ikzf3*<sup>+/+</sup> and *Ikzf3*<sup>N159S/N159S</sup> mice in BM chimera experiment. **(A)** The frequencies of IgM<sup>+</sup>IgD<sup>-</sup>, IgM<sup>+</sup>IgD<sup>+</sup>, IgM<sup>+</sup>IgD<sup>+</sup> and IgM<sup>+</sup>IgD<sup>+</sup> subsets in CD45.1<sup>+</sup> B cell population from spleen are shown (n=3). Each dot represents an individual mouse. Data are presented as the mean ± SD, n = 3 per group. **(B)** The frequencies of CD62L<sup>+</sup> of CD45.1<sup>+</sup> each of thymocyte subset (CD4<sup>-</sup>CD8<sup>-</sup>, CD4<sup>+</sup>CD8<sup>+</sup>, CD4<sup>+</sup>CD8<sup>-</sup> and CD4<sup>-</sup>CD8<sup>+</sup>) (n=3). **(C)** The frequencies of CD62L<sup>+</sup> cell of CD45.1<sup>+</sup> splenic CD4 and CD8 T cell populations are shown (n=3). **(D)** The frequencies of CD62L<sup>+</sup> cell of CD45.1<sup>+</sup> CD4 and CD8 T cells in pLN are shown (n=3). **(E)** Flow cytometry showing CD44 and CD62L expression in CD45.1<sup>+</sup>TCRβ<sup>+</sup>CD4<sup>+</sup>, TCRβ<sup>+</sup>CD8<sup>+</sup> cells in mLN. **(F)** The frequencies of CD62L<sup>+</sup> cell of CD45.2<sup>+</sup> mLN CD4 and CD8 T cell subsets are shown (n=3). Student's unpaired, two-tailed t test \*\*\*, P < 0.001.

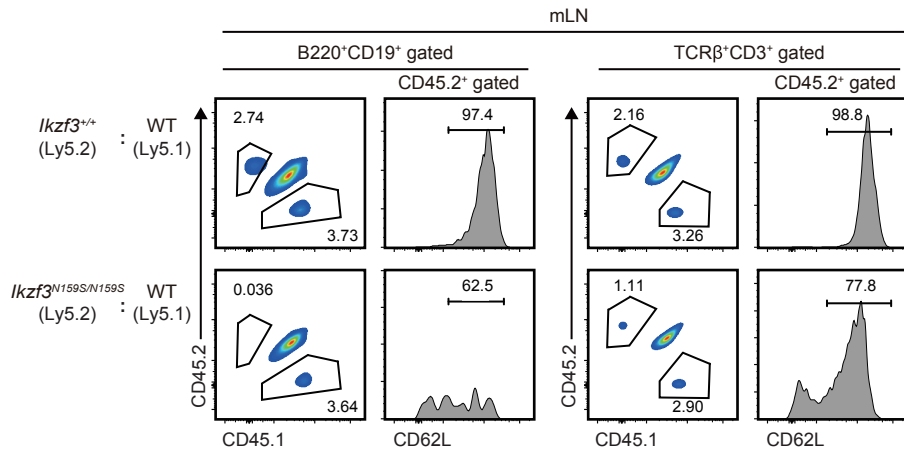

**Figure S5.** Impaired homing abilities of T cells or B cells of *Ikzf3*<sup>N159S/N159S</sup> mice. Flow cytometric analysis of the frequency of CD45.2<sup>+</sup>CD45.1<sup>-</sup> and CD45.2<sup>-</sup>CD45.1<sup>+</sup> in B and T cell population from mLN. Histograms showing CD62L expression of CD45.2<sup>+</sup> B cell or T cell subset. Representative histograms among three independent experiments.

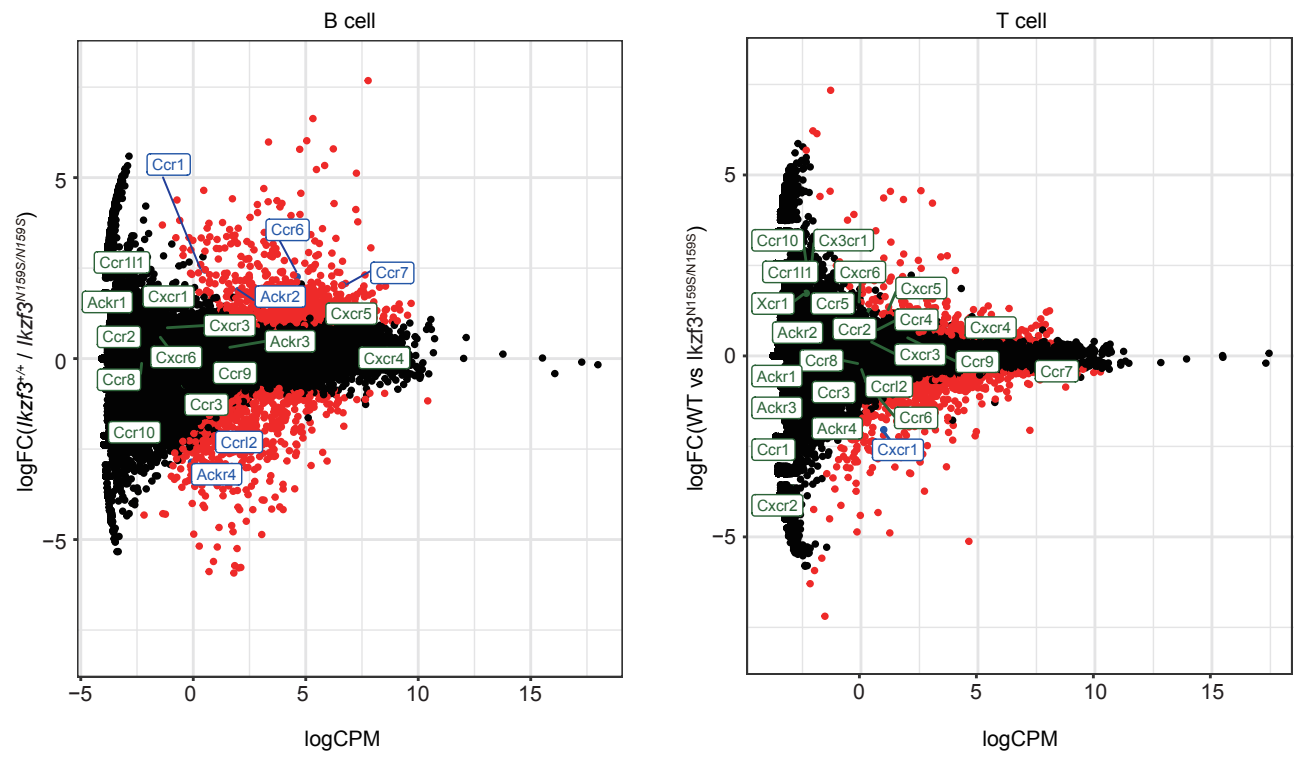

**Figure S6.** Chemokine receptor expression in B cells and T cells of *Ikzf3*<sup>N159S/N159S</sup> mice. RNA-seq of splenic B cell and T cell from *Ikzf3*<sup>+/+</sup> and *Ikzf3*<sup>N159S/N159S</sup> mice are analyzed. Red dots indicate differentially expressed genes with false discovery rate (FDR) of <0.05. Chemokine receptor genes are annotated. Genes with purple dots and labels are differentially expressed with FDR <0.05, whereas those with green dots and labels are not differentially expressed between the genotypes. FC, fold change; CPM, counts per million.

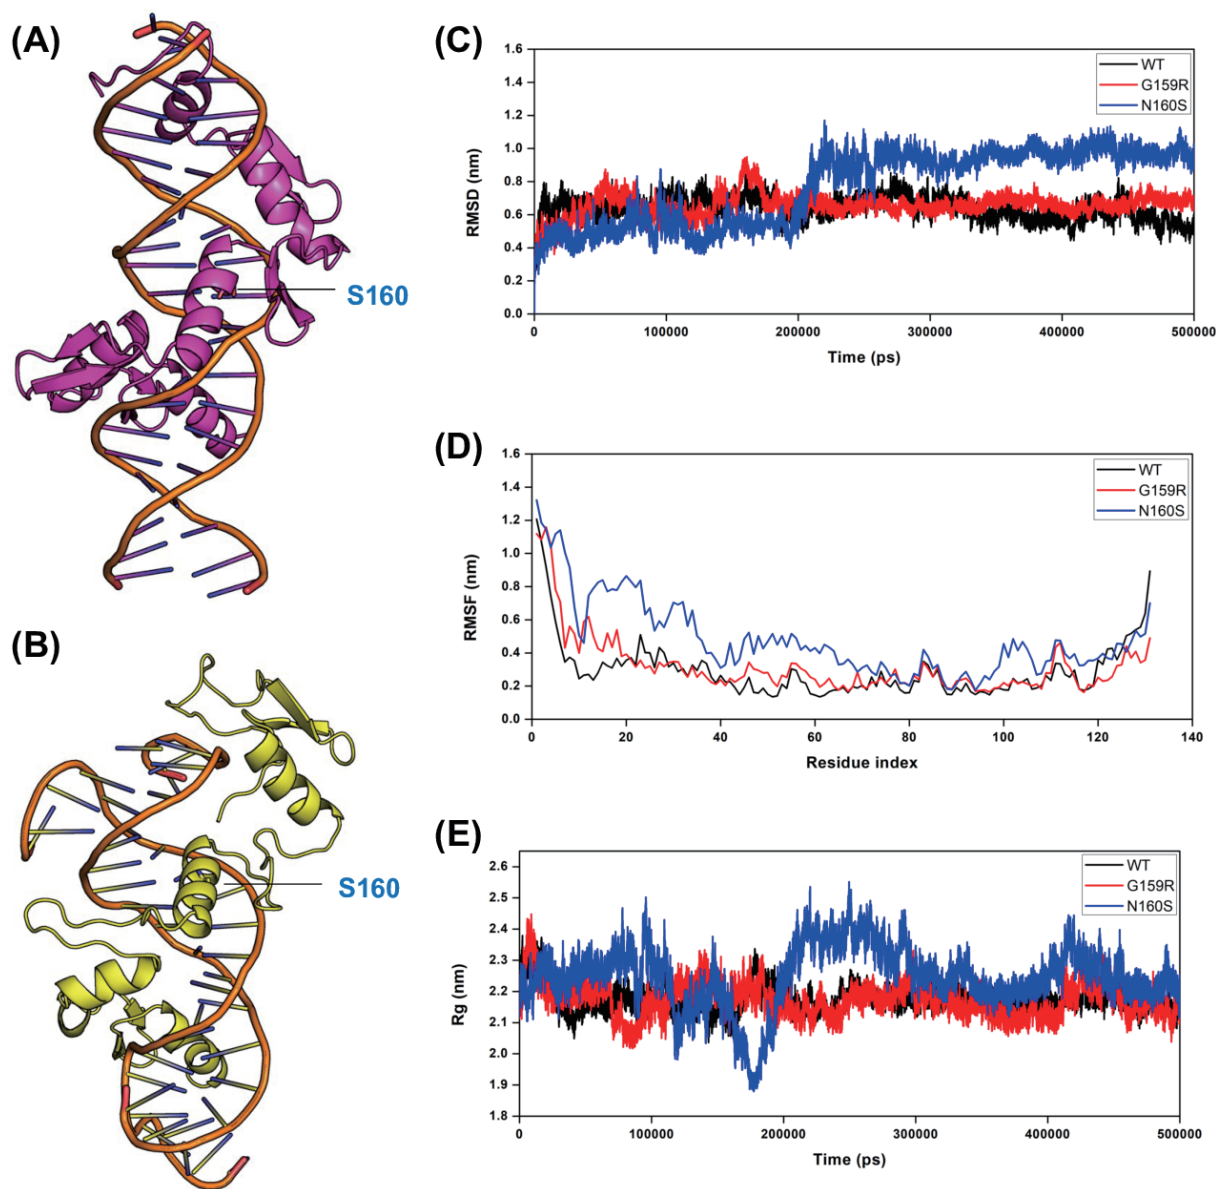

**Figure S7.** Dynamics and physicochemical properties of WT, G159R and N160S AIOLOS mutants over the entire MD simulation. Analysis with RMSD, RMSF, and Rg. Orientation and conformation of N160S-AIOLOS at the **(A)** beginning and **(B)** during the simulations is shown, where S160 is shown as a stick, **(C)** Plot of time vs. RMSD of the WT, G159R and N160S are shown throughout the MD simulations of 500 ns, **(D)** RMSF plot for WT, G159R and N160S are shown depicting the flexibility of the proteins, and **(E)** Time evolution profiles of the radius of gyration (Rg) for WT, G159R and N160S are shown over the 500 ns simulation time. In all figures, the WT is shown in "black", G159R in "red", and N160S in "light blue".

How the deposited data were processed for this re-analysis (not part of the article)

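RNA-seq of splenic TCRβ+CD4+CD44-CD127+ T cells from *Ikzf3+/+*, *Ikzf3 +/N159S* and *Ikzf3 N159S/N159S* mice was analysed, with 2 libraries per genotype. The B cell libraries were not analysed here. The authors trimmed the reads with Trimmomatic, mapped them to mm10 with HISAT2 and counted them on refGene genes with HTSeq. The authors deposited counts per gene, without normalization, together with the numbers of reads that were not counted on a gene. The values are whole numbers with a different total in each library. The paper's text does not state whether the counting used strand, so genes that overlap on opposite strands are uncertain, as are genes with near-identical copies such as *H2-Q10*.

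Each library held 11696461 to 17317260 reads counted on genes, which were 50.7 to 57.7% of all entries counted. Entries on no gene were 15.8 to 20.0%, ambiguous ones 1.41 to 1.68%, ones not aligned 13.0 to 20.9%, ones not uniquely aligned 4.23 to 4.92% and ones of low alignment quality 4.30 to 4.65%. Between 14803 and 18147 genes had at least 1 read in a library. The 10 genes with the most reads took 4.57 to 4.91% of a library. TMM factors were between 0.979 and 1.03.

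The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr on genotype (minimum count 10, minimum total count 15), which left 12117 of 25239 genes, of which 12066 had coordinates in the mm10 annotation. Libraries were scaled by TMM. A quasi-likelihood model with one coefficient per genotype was fitted to the 6 libraries, and *Ikzf3 N159S/N159S* and *Ikzf3 +/N159S* were each compared with *Ikzf3+/+*. Departure from additive dosage was tested in the same model as the difference of *Ikzf3 +/N159S* from the midpoint of the other genotypes on the log2 scale. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Normalized counts are counts scaled by the TMM library sizes, and log2 CPM values used a prior count of 2. Fold changes with their standard errors are on the log2 scale. Each standard error is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. On simulated counts for the real genes, with 200 genes changed 3-fold, a dispersion of 0.05 and 12009 genes tested, the test recovered 174 changed genes with 8 false calls. DESeq2 recovered 175 with 16 false calls. With additive simulated genes, 0 departures from additive dosage were called.

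Shares of genes lying between the other genotypes were set beside 30 simulated draws for each of 3 cases, *Ikzf3 +/N159S* equal to *Ikzf3+/+*, *Ikzf3 +/N159S* equal to *Ikzf3 N159S/N159S* and *Ikzf3 +/N159S* midway. These draws gave more DEGs (on average 1577 with *Ikzf3 +/N159S* midway) than the libraries, and their fold changes were not shrunk. Principal components were taken of scaled log2 CPM, and distances within genotypes were tested by an exact permutation over the 15 groupings of 6 libraries into 3 pairs. Lists of marker genes for B cells, myeloid cells, CD8 and NK cytotoxic cells, erythroid cells, naive T cells, effector and memory T cells and regulatory T cells, and lists for the Foxo1 and Klf2 axis, the interferon response, immediate early genes and recent thymic emigrants, were tested with camera of limma 3.58.1 (inter-gene correlation 0.01).

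The tests, thresholds, alternatives, marker lists and the rule for naming genes were fixed before the data were examined, except where the text says otherwise. Genes named were those the paper names or annotates for T cells, *Ikzf3*, *Ikzf1*, *Ikzf2*, *Cd5*, *Il7r*, *Cd44*, and the 5 largest rises and 5 largest falls among DEGs with a mean log2 CPM of at least 1 and both *Ikzf3 N159S/N159S* libraries on the same side of both *Ikzf3+/+* libraries. Genes of the marker lists and of a list of sex-linked genes were named where a test used them. *Grb7* was named after its values were seen. Alternatives were DESeq2 1.42.0, DESeq2's size factors, no filter on low counts, at least 10 counts in every library, the replicate number as a block, edgeR's likelihood ratio test, its earlier quasi-likelihood test and its exact test (with and without the filter), a fit of only the 2 genotypes compared, an FDR under 0.01, each library left out in turn, other scalings of the principal components, and camera with an estimated correlation or fry for the lists. A term for the split of the libraries into those with more and those with fewer genes detected (a block with 1 library of each genotype on each side), and a fit without genes on chromosomes X and Y, were added after the data were seen. The GO enrichment, the ChIP-seq data and the Harmonizome lists were not used here. Some genes of the lists are not reported here.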

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

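The tests on library labels, on B cell markers in *Ikzf3 N159S/N159S* T cells and on the genes nearest to *Ikzf3* were chosen only after the result was seen, and so were the use of the *Ikzf3 +/N159S* libraries, of *Cd74* and of *Cd8b1* to measure other cells. The other tests in this part were set before their results were seen.

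Sex-linked genes, which the paper does not report, set the *Ikzf3 +/N159S* libraries apart. Against *Ikzf3+/+*, the log2 fold change of *Xist* was 9.73, and those of the Y-linked genes were −8.15 for *Ddx3y*, −8.81 for *Eif2s3y*, −8.05 for *Kdm5d* and −8.20 for *Uty*. The *Ikzf3 +/N159S* libraries had 1 and 3 reads on *Uty*, so the fold change of *Uty* depends on the prior count, and its level was at least 182-fold lower in *Ikzf3 +/N159S* than in *Ikzf3 N159S/N159S*. Summed over these 4 Y-linked genes, the *Ikzf3 +/N159S* libraries had 1.61 and 1.98 CPM and the other libraries 472 to 554 CPM. A mislabelled library is argued against, since 92.0% of the DEGs between *Ikzf3 N159S/N159S* and *Ikzf3+/+* lay between the other genotypes in the libraries labelled *Ikzf3 +/N159S*. The sex of the mice is a candidate explanation. Of 4 X-linked genes that escape inactivation, all 4 had to be higher in both *Ikzf3 +/N159S* libraries than in the other 4 libraries, and 3 were. Their median log2 fold change against the midpoint of the other genotypes was 0.38, with *Kdm6a* at 0.52, *Kdm5c* at 0.40, *Eif2s3x* at 0.35 and *Ddx3x* at 0.040. The paper's text does not state the sex of the mice.

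In *Ikzf3 +/N159S* T cells, genes that the paper does not discuss for this genotype were past an FDR of 0.05 against *Ikzf3+/+*. Their log2 fold changes were 0.83 for *Ikzf2* (FDR = 0.0230), −0.93 for *Cxcr4* (FDR = 0.00152), 2.17 for *Cxcr3* on chromosome X (FDR = 0.0169) and 2.08 for *Ccr6* (FDR = 0.0233), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In each of the 4, both *Ikzf3 +/N159S* libraries lay on the same side of the other 4 libraries. A departure from the midpoint of the other genotypes was past the threshold in 125 genes, which included these 4 together with *Cxcr5* and *Ccr4*, and 13 of the 125 lie on chromosomes X or Y. Sex-chromosome genes alone are argued against as the source of the 212 DEGs between *Ikzf3 +/N159S* and *Ikzf3+/+*, since 200 of them lie on autosomes. Sex and genotype cannot be told apart for 91 of these 200, which were not DEGs of *Ikzf3 N159S/N159S* in the same direction, because the *Ikzf3 +/N159S* libraries differ from the others in both. The other 109 (54.5%) were DEGs of *Ikzf3 N159S/N159S* in the same direction, where the libraries do not differ in these sex-linked genes. Both comparisons use the same *Ikzf3+/+* libraries. In simulated draws with *Ikzf3 +/N159S* set equal to *Ikzf3+/+*, they shared on average 0.8 DEGs (0 to 4). Cells of another type may add to the changes in *Ikzf3 +/N159S* too, since 4 B cell markers had a median log2 fold change of 1.13 there. Another mix of T cells may add as well. The median log2 fold change there was 0.62 for the effector and memory list, which holds *Cxcr3*. It was 0.57 for the list of regulatory T cells and −0.22 for the list of naive T cells. No test separated a genotype effect on these genes from sex or from another mix of cells.

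The paper's gene ontology and heat maps take the lower genes, and 380 DEGs were higher in *Ikzf3 N159S/N159S* than in *Ikzf3+/+* T cells. The largest rises were those of *Pcsk1* (log2 fold change 5.12), *Pdgfb* (4.85), *Ier5l* (4.32), *H2-Q10* (3.72) and *Synpo* (3.24). The largest falls were those of *Fcer2a* (−4.59), *Eya2* (−4.58), *Dntt* (−4.39), *Nav2* (−4.34) and *Nacc2* (−4.24). *Cd5* had a log2 fold change of −0.86 (FDR = 0.00106, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both *Ikzf3 N159S/N159S* libraries below both *Ikzf3+/+* libraries. The value of *Pdgfb* depends on 9 reads in *Ikzf3+/+* replicate 2, without which it was 10.23. With each library left out in turn, the log2 fold change of *Ier5l* ran from 3.83 to 4.89. That of *H2-Q10* ran from 3.31 to 4.47 and that of *Dntt* from −5.10 to −3.81. *H2-Q10* has near-identical copies among the MHC class I genes, and its reads may be shared with them, which was not tested. Several technical sources of the 637 DEGs are argued against. After each library's trend on transcript length was taken out, 567 stayed past the threshold, and after the trend on GC content 610 stayed, of 626 DEGs with a length and GC content. Within 10 Mb of *Ikzf3*, 9 of 237 tested genes were DEGs (against 5.26% of all tested genes, Fisher's exact test, two-sided, p = 0.378), which argues against DNA flanking the edited allele as the source of the DEGs. Fewer B cells are argued against for 220 of the 257 lower DEGs (85.6%, against 16.7% by chance for genes not chosen on the *Ikzf3+/+* libraries), *Fcer2a* among them. In these, both *Ikzf3 +/N159S* libraries lay below both *Ikzf3+/+* libraries, although 13 of 14 tested B cell markers were higher in *Ikzf3 +/N159S*. Fewer B cells are also argued against for 25 lower DEGs, 1 of them outside the 220, which lost more CPM than the whole level of the abundant B cell transcript *Cd74* in *Ikzf3+/+* (81.9 CPM). They stay open for the other 36, which include *Ms4a1*, *Cr2* and *Cd79a*. Of 14 tested B cell markers, 4 were lower DEGs, *Fcer2a*, *Ms4a1* (log2 fold change −1.55, FDR = 0.00949), *Cr2* (−1.15, FDR = 0.0345) and *Cd79a* (−1.06, FDR = 0.0318, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while *Cd74* (−0.29) was not. Of 9 tested markers of cytotoxic cells, *Cd8b1* was lower, from 16.45 to 2.579 CPM (log2 fold change −2.63, FDR = 0.000502), and *Gzma* higher (2.64, FDR = 0.0433, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fewer CD8 T cells cannot be told apart from an effect of the genotype on T cells for any of the 257, since CD8 T cells share transcripts with the sorted cells and their share in the libraries is not known. The 380 higher DEGs were not tested for cells of another type.

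The *Ikzf3* transcript, whose level in T cells the paper does not report, had a log2 fold change of 0.36 in *Ikzf3 N159S/N159S* T cells (FDR = 0.0490, with a range of 0.0186 to 0.0878 over the alternatives, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or the alternative test), with both *Ikzf3 N159S/N159S* libraries above both *Ikzf3+/+* libraries. An effect on the chromosome segment cannot be told apart from one on *Ikzf3* alone. The 26 tested genes within 500 kb had a median log2 fold change of 0.079, and 19 of them were higher, but they went both ways and 1 was a DEG. A shift to effector or memory cells cannot be told apart either, since the median of the effector and memory list was 0.042 with 8 genes higher and 7 lower. The DEG of that segment is *Grb7*, which was singled out after its values were seen. *Grb7* lies on chromosome 11 from 98446834 to 98455373, 9237 bases from *Ikzf3*. Its normalized counts were 42.4 and 36.3 in *Ikzf3+/+*, 107 and 132 in *Ikzf3 +/N159S*, and 319 and 273 in *Ikzf3 N159S/N159S* T cells, with a log2 fold change of 2.92 in *Ikzf3 N159S/N159S* (FDR = 3.4e-05) and 1.61 in *Ikzf3 +/N159S* (FDR = 0.0124, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The edited segment could act on the genes nearest to it. The other 6 tested genes within 100 kb had log2 fold changes of 0.051 to 0.54, with a median of 0.28, and 6 of the 6 were higher, but 0 of them were DEGs. With so few genes, some of which overlap, this explanation and an effect of the variant protein on *Grb7* cannot be told apart.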

How the results depend on the processing

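The term for the split by genes detected and the fit without genes on chromosomes X and Y were chosen only after the data were seen. The other settings were fixed earlier.

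Between *Ikzf3 N159S/N159S* and *Ikzf3+/+* T cells, 637 genes were DEGs. The count became 1042 with the likelihood ratio test and 1057 with the exact test, each including all 637, and 257 at an FDR under 0.01. The remaining 8 alternatives and the 2 fits that each left out a *Ikzf3 +/N159S* library (662 to 751 DEGs) stayed within 1.5 times the count. Between *Ikzf3 +/N159S* and *Ikzf3+/+* there were 212 DEGs. DESeq2 gave 341 (206 of them shared, 197 higher and 144 lower), no filter on low counts 516, the likelihood ratio test 640, the exact test 564, the exact test with no filter 387, and an FDR under 0.01 41. The fits that each left out a *Ikzf3 N159S/N159S* library gave 212 to 250. Departure from additive dosage, called in 125 genes, was called in 194 with DESeq2, 326 with no filter and 356 with the likelihood ratio test. The cause of these changes was not tested. Departure from additive dosage has no value with a library left out.

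The number of chemokine receptor genes past the threshold was 1, and became 3 with the likelihood ratio test (1 higher, 2 lower) and 2 with the exact test (1 higher, 1 lower). The number of leukocyte migration genes lower in *Ikzf3 N159S/N159S* was between 11 and 16 over the alternatives and between 12 and 16 with a *Ikzf3 +/N159S* library left out. The share of DEGs that lay between the other genotypes was 92.0%, and from 87.6 to 91.4% across the 6 fits that each left out one library. The correlation across genes of the changes in *Ikzf3 +/N159S* and *Ikzf3 N159S/N159S* ran from 0.436 to 0.731 across the 6 fits that each left out one library. Of the 11 marker lists, 2 were past an FDR of 0.05 with camera's preset correlation, 0 with the estimated correlation and 1 with fry. For these the cause was not tested.

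A term for the split by genes detected gave 1756 DEGs of *Ikzf3 N159S/N159S* (885 higher, 871 lower), 1422 of *Ikzf3 +/N159S* (699 higher, 723 lower), 737 departures from additive dosage (398 higher, 339 lower) and 4 chemokine receptor genes (1 higher, 3 lower), and left the log2 fold change of *Foxo1* at −0.30 with an FDR under the threshold. Without genes on chromosomes X and Y, there were 637 DEGs of *Ikzf3 N159S/N159S*, 199 of *Ikzf3 +/N159S* and 109 departures from additive dosage.

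The replicate numbers do not pair the libraries. Deviations from the genotype mean correlated between genotypes at −0.167 (*Ikzf3+/+* with *Ikzf3 +/N159S*), −0.216 (*Ikzf3+/+* with *Ikzf3 N159S/N159S*) and 0.238 (*Ikzf3 +/N159S* with *Ikzf3 N159S/N159S*). With the replicate number as a block, 514 genes were DEGs of *Ikzf3 N159S/N159S* (505 of them among the 637) and 170 of *Ikzf3 +/N159S* (156 of the 212), and 120 departed from additive dosage (109 of the 125). *F2rl1* and *Ikzf3* in *Ikzf3 N159S/N159S*, and *Lyst* and *F2rl1* in *Ikzf3 +/N159S*, were then no longer past the threshold.

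The reversed results were the log2 fold change of *Cd44*, which ran from −0.70 to 0.012 with each library left out (0.012 without *Ikzf3+/+* replicate 1), and the direction of the effector and memory list, which was past no threshold (FDR = 0.201, camera with Benjamini-Hochberg adjustment) with at least 10 counts in every library, where 10 of its genes were left. Among the results for single genes and lists, 50 became past the threshold under an alternative, 15 fell short of it, and 3 without a test moved by more than the spread. The other 921 kept their direction and their side of the threshold. Without a *Ikzf3+/+* or *Ikzf3 N159S/N159S* library, a comparison leaves 1 library in a group, so only fold changes were computed there.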

Differences from the paper's values

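The settings named here were fixed before the data were examined, except the term for the split by genes detected and the fit without genes on chromosomes X and Y, which were chosen only after the result was seen. No value that the paper gives for these T cells differed from the one computed here by more than 1.5 times.

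The paper counts 16 leukocyte migration genes as downregulated in *Ikzf3 N159S/N159S* T cells, and 12 of them were DEGs here. *Cnr2*, *Lyst*, *Crtam* and *Mdk* were not, with FDRs of 0.0539, 0.0512, 0.0572 and 0.0606 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 16 were DEGs with the likelihood ratio test, the exact test, the exact test with no filter on low counts and the fit without *Ikzf3 +/N159S* replicate 2. They were also DEGs with the term for the split by genes detected, which was chosen after seeing the values. With no filter on low counts 15 were DEGs, with the earlier quasi-likelihood test 14, with DESeq2 and with only the 2 genotypes compared 13. There were 12 with at least 10 counts in every library and without *Ikzf3 +/N159S* replicate 1, and 11 with DESeq2's size factors and with the replicate block.

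The paper lists *Lyst* in Fig. 6F among the downregulated putative IKZF1 targets, and *Lyst* was not a DEG here (FDR = 0.0512, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lyst* was called with DESeq2, no filter on low counts, the likelihood ratio test, only the 2 genotypes compared, the exact test with and without the filter, and without *Ikzf3 +/N159S* replicate 2. The term for the split by genes detected and the fit without genes on chromosomes X and Y, both chosen after seeing the values, called it too.

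Besides the 2 exceptions that the paper names, *Cd24a* and *Cnr2*, the *Ikzf3 +/N159S* means of *Lbp*, *Lyst* and *F2rl1* did not lie between the other genotypes. Their log2 fold changes against *Ikzf3+/+* were −2.51, −0.51 and −0.48 in *Ikzf3 +/N159S* and −2.04, −0.43 and −0.41 in *Ikzf3 N159S/N159S*. The difference of *Ikzf3 +/N159S* from *Ikzf3 N159S/N159S* itself was not tested. The departure of *Ikzf3 +/N159S* from the midpoint of the other genotypes had FDRs of 0.154, 0.263 and 0.282 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

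The paper states that *Foxo1* was not reduced in T cells. Its mean was about 5800, 5800 and 4700 in Fig. 6E, read by eye, for *Ikzf3+/+*, *Ikzf3 +/N159S* and *Ikzf3 N159S/N159S*, and 5862, 5837 and 4751 here. The decrease in *Ikzf3 N159S/N159S* was past the threshold only with the term for the split by genes detected, which was chosen after seeing the values (FDR = 0.00547, against 0.0865 to 0.265 over the 10 alternatives set before the data were examined, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or the alternative test).

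The paper states that *Cxcr1* alone among the chemokine receptor genes rose in *Ikzf3 N159S/N159S* T cells, at a log2 fold change of about 2.1 in Fig. S6, read by eye, and 2.01 here. The likelihood ratio test called 3 receptor genes, the exact test 2 and the term for the split by genes detected, chosen after seeing the values, 4. In each of these, *Cxcr1* was the 1 gene called higher, and the others (2, 1 and 3) were lower. PC1 and PC2 held about 28% and about 25% of the variance in Fig. 6A, read by eye, and 30.4% and 25.7% here. With all genes that had a count in any library they held 27.3% and 25.4%.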

Other observations

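The test on sequencing depth and the test on B cell markers in *Ikzf3 N159S/N159S* T cells were chosen only after the result was seen.

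The libraries differed in the number of genes with at least 1 read. *Ikzf3 +/N159S* replicate 2 (18147), *Ikzf3 N159S/N159S* replicate 2 (17571) and *Ikzf3+/+* replicate 1 (16873) detected more than *Ikzf3+/+* replicate 2 (15888), *Ikzf3 +/N159S* replicate 1 (15079) and *Ikzf3 N159S/N159S* replicate 1 (14803). Sequencing depth is argued against, since after all libraries were drawn down to the same number of reads, the lowest of the first 3 still detected 1038 genes more than the highest of the other 3. Cells of another type are argued against, since 0 of 3 marker lists (B cells, myeloid cells, cytotoxic cells) were higher in all of the first 3 libraries. Reads from genomic DNA or unspliced RNA are a candidate explanation. Olfactory and vomeronasal receptor families (1485 genes), used as genes silent in T cells, had 74.3, 62.3 and 49.8 CPM in the first 3 libraries and 23.0, 22.4 and 20.2 CPM in the others, and the lowest of the first 3 was 2.17 times the highest of the others. The share of entries on no gene was also higher in the first 3. The split crosses the genotypes, with 1 library of each genotype on each side.

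*Cd24a* and *Cnr2* were higher in *Ikzf3 +/N159S* than in *Ikzf3+/+* T cells, without passing the threshold. B cells among the sorted cells may have contributed, since 4 B cell markers, *Cd74* among them, had a median log2 fold change of 1.13 in *Ikzf3 +/N159S*. *Cd74* had 67.4 and 96.5 CPM in *Ikzf3+/+*, 192 and 334 in *Ikzf3 +/N159S*, and 79.5 and 55.9 in *Ikzf3 N159S/N159S*. *Cd24a* had 6.33 and 7.18, 5.78 and 11.6, and 2.25 and 2.48 CPM in the same order. Of 14 tested B cell markers, 13 were higher in *Ikzf3 +/N159S*, and 13 were highest in *Ikzf3 +/N159S* replicate 2, which was also the highest for *Cd24a*, but *Cnr2* was highest in *Ikzf3 +/N159S* replicate 1. B cells and an effect of the genotype on these genes cannot be told apart, since both *Ikzf3 +/N159S* libraries hold more of the markers.

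The list of B cell markers was lower in *Ikzf3 N159S/N159S* T cells, with a median log2 fold change of −0.78, 12 of 14 tested genes lower and 4 DEGs (FDR = 0.000490, camera with Benjamini-Hochberg adjustment). Fry gave an FDR of 0.332 and camera with an estimated correlation 0.793, so the call rests on the preset correlation. Fewer B cells and a lower level of these genes in T cells cannot be told apart, since *Cd74* changed by −0.29 on the log2 scale, within its spread between libraries (FDR = 0.610, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Cd79b* (0.11) and *Bank1* (0.051) did not fall. *Fcer2a*, which fell most of the list, was lower in *Ikzf3 +/N159S* too (−2.76). The list of recent thymic emigrants was also lower (6 of 8 genes tested, median log2 fold change −0.84, 5 lower, 4 DEGs, FDR = 0.000918 with camera, 0.0241 with fry and 0.338 with the estimated correlation, Benjamini-Hochberg adjustment). It holds *Cd24a*, which the paper picked from these libraries, and *Itgae*, which is also in the list of regulatory T cells.

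None of the other 9 lists was past the threshold in *Ikzf3 N159S/N159S* T cells by camera with Benjamini-Hochberg adjustment. The FDR was 0.0796 for naive T cells, 0.153 for cytotoxic cells, 0.570 for myeloid cells and for immediate early genes, 0.576 for the interferon response, 0.581 for the Foxo1 and Klf2 axis, 0.803 for effector and memory T cells and for erythroid cells, and 0.808 for regulatory T cells. Of these 9 lists, 1 had an unadjusted p under 0.05, the list of naive T cells, which was lower. Camera tests for a shift in a shared direction, and the Foxo1 and Klf2 list had 4 genes higher and 4 lower. Its FDR thus does not show that these genes were unchanged. *Klf2* was a higher DEG (log2 fold change 0.54, FDR = 0.0195, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Ikzf3 +/N159S* T cells, the lists of B cells (median log2 fold change 1.29, FDR = 5.2e-06), effector and memory T cells (0.62, FDR = 2.4e-05), regulatory T cells (0.57, FDR = 2.4e-05) and the interferon response (0.40, FDR = 0.000462) were higher by camera with Benjamini-Hochberg adjustment. The lists of immediate early genes (−0.26, FDR = 0.00558) and naive T cells (−0.22, FDR = 0.0201) were lower by the same test. The tests with fry and with an estimated correlation were not run for *Ikzf3 +/N159S*.

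Across genes, the log2 fold changes of *Ikzf3 +/N159S* and *Ikzf3 N159S/N159S* T cells against the shared *Ikzf3+/+* libraries had a Pearson correlation of 0.587. Simulated unchanged genotypes against the same *Ikzf3+/+* libraries gave a mean of 0.525 (0.490 to 0.586 in 30 draws). With the *Ikzf3 N159S/N159S* changes simulated, the mean was 0.262 (0.204 to 0.296) with *Ikzf3 +/N159S* set equal to *Ikzf3+/+*. It was 0.775 (0.759 to 0.789) with *Ikzf3 +/N159S* set midway and 0.884 (0.877 to 0.893) with it set equal to *Ikzf3 N159S/N159S*. The part of the correlation that shared control libraries give thus depended on the simulated case and cannot be read from these draws. Genes are not independent replicates.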
